# BRD9 defines a SWI/SNF sub-complex and constitutes a specific vulnerability in malignant rhabdoid tumors

**DOI:** 10.1038/s41467-019-09891-7

**Published:** 2019-04-23

**Authors:** Xiaofeng Wang, Su Wang, Emma C. Troisi, Thomas P. Howard, Jeffrey R. Haswell, Bennett K. Wolf, William H. Hawk, Pilar Ramos, Elaine M. Oberlick, Evgeni P. Tzvetkov, Aaron Ross, Francisca Vazquez, William C. Hahn, Peter J. Park, Charles W. M. Roberts

**Keywords:** Biochemistry, Cancer, Epigenetics

## Abstract

Bromodomain-containing protein 9 (BRD9) is a recently identified subunit of SWI/SNF(BAF) chromatin remodeling complexes, yet its function is poorly understood. Here, using a genome-wide CRISPR-Cas9 screen, we show that BRD9 is a specific vulnerability in pediatric malignant rhabdoid tumors (RTs), which are driven by inactivation of the *SMARCB1* subunit of SWI/SNF. We find that BRD9 exists in a unique SWI/SNF sub-complex that lacks SMARCB1, which has been considered a core subunit. While SMARCB1-containing SWI/SNF complexes are bound preferentially at enhancers, we show that BRD9-containing complexes exist at both promoters and enhancers. Mechanistically, we show that SMARCB1 loss causes increased BRD9 incorporation into SWI/SNF thus providing insight into BRD9 vulnerability in RTs. Underlying the dependency, while its bromodomain is dispensable, the DUF3512 domain of BRD9 is essential for SWI/SNF integrity in the absence of SMARCB1. Collectively, our results reveal a BRD9-containing SWI/SNF subcomplex is required for the survival of *SMARCB1*-mutant RTs.

## Abstract (web summary)

Mutations of the SWI/SNF chromatin-remodeling complex member SMARCB1 can cause malignant rhaboid tumors. Here the authors report a BRD9-containing SWI/SNF subcomplex that lacks SMARCB1 and its requirement for the survival of rhaboid tumors.

## Introduction

SMARCB1 (also known as SNF5, INI1, and BAF47), a subunit of SWI/SNF chromatin-remodeling complexes^1,2^, is biallelically inactivated in the vast majority (95%) of malignant rhabdoid tumors (RTs)^3,4^, aggressive and lethal cancers that predominantly strike young children. These cancers arise most frequently in the kidney or brain but can arise in soft tissues throughout the body. RTs are often refractory to even intensive therapies and the majority of children die of their disease. Despite their aggressiveness, RTs are genetically simple and have one of the lowest mutation rates seen across all cancers^5,6^. SMARCB1 inactivation alters the transcription of many genes in a context dependent manner^1^, with mechanistic insight coming from recent studies that demonstrated a central role for SMARCB1 in the establishment and maintenance of in active enhancers^7–9^. SMARCB1 loss results in widespread impairment of typical enhancer activity while residual SWI/SNF complexes are relatively maintained at super-enhancers, leading to impaired transcriptional programs that underlie differentiation.

SWI/SNF complexes consist of 12–15 subunits and are the most frequently mutated chromatin regulators in cancer, with at least nine subunits recurrently mutated and in 20% or more of all cancers collectively^10^. SWI/SNF complexes contain an ATPase catalytic core and have been considered to have two sub-families: BAF (defined by ARID1A/B) and PBAF (defined by ARID2, PBRM1, and BRD7)^11^. SMARCB1 was the first SWI/SNF subunit discovered to be mutant in cancer and has been a focus of interest because of the extremely rapid and penetrant cancers that result from its inactivation. It has been of additional interest due to the remarkably unaltered genomes found in SMARCB1-mutant cancers demonstrating potent cancer driving activity caused by SMARCB1 loss. An emerging theme for SWI/SNF tumor suppressor subunits is that their loss, rather than inactivating SWI/SNF complexes, leads to aberrant residual SWI/SNF complexes that are essential for the cancer phenotype. Indeed, there exist several synthetic lethal relationships between paralog subunits of the inactivated tumor suppressor. For example, cancer cell lines mutant for ARID1A are specifically dependent upon its paralog ARID1B whereas cell lines lacking SMRACA4 are specifically dependent upon its paralog SMARCA2^12–14^. Together, these findings have suggested the paradigm that inactivation of SWI/SNF tumor suppressor subunits results in oncogenic activity of residual SWI/SNF complexes that drive cancer cell growth. However, in the case of SMARCB1, the mechanism has been less clear. SMARCB1 has been classified as a core SWI/SNF subunit as it was thought present in all SWI/SNF variants. As is the case with ARID1A and SMARCA4, inactivation of SMARCB1 does not equate to complete inactivation of SWI/SNF complexes as the catalytic ATPase subunit has been shown essential for the survival of RT cells^15^. The mechanism underlying this dependency has been unclear as there are no paralogs of SMARCB1.

To search for vulnerabilities in these cancers, as part of Project Achilles^16^, we carried out a genome-scale CRISPR-Cas9 loss-of-function screen^17^ using a panel of RT cell lines (*n* = 8). We report that BRD9 (Bromodomain-containing protein 9) is a preferential dependency for *SMARCB1*-mutant RT cells lines. Both shRNA-mediated BRD9 knockdown and CRISPR-Cas9-mediated BRD9 knockout specifically impaired proliferation of *SMARCB1*-mutant RT cells. Mechanistically, we identify a unique BRD9-SWI/SNF subcomplex, which is distinct from BAF and PBAF complexes, and entirely lacks SMARCB1. This complex lacks several core subunits, but incorporates the ATPase subunit SMARCA4 (BRG1) and a newly identified subunit GLTSCR1. Although SMARCB1 loss predominantly affects enhancers, BRD9-containing complexes bind to both active promoters and enhancers, where it contributes to gene expression. Loss of BRD9 results in gene expression changes related with apoptosis regulation, translation, and development regulation. Taken together, our results demonstrate that mutation of SMARCB1 in RT results in a specific dependence upon a BRD9-SWI/SNF complex that lacks SMARCB1. BRD9 is essential for the proliferation of SMARCB1-deficient cancer cell lines, suggesting it as a therapeutic target for these lethal cancers.

## Results

### BRD9 is a vulnerability in RT

We performed a genome-scale CRISPR-Cas9 loss-of-function screen in a panel of eight RT cell lines and 35 other cancer cell lines to identify tumor type-specific vulnerabilities as part of Project Achilles^16,17^. We found that compared to *SMARCB1*-WT cell lines, *SMARCB1*-mutant RT cell lines (*n* = 8) were more sensitive to BRD9 loss (Fig. 1a, b). To validate this finding, we performed shRNA-mediated knockdown of BRD9 expression in RT lines using two independent shRNA hairpins. BRD9 knockdown significantly impaired cell proliferation and viability in TTC549 and G401 RT lines, the latter of which was not included in our initial CRISPR-Cas9 screen (Fig. 1c–e). CRISPR-Cas9 mediated deletion of BRD9 in TTC549, G401, and TTC642 RT lines further substantiated this finding (Fig. 1f–h and Supplementary Fig. 1A). In contrast, BRD9 deletion in *SMARCB1*-WT cancer lines—PANC1 (Pancreatic cancer) and EW8 (Ewing Sarcoma) yielded no significant effect on cell proliferation (Supplementary Fig. 1B). While we were able to efficiently recover BRD9-deficient clones from a control *SMARCB1*-WT cell line (PANC1), we were unable to obtain any BRD9-deficient RT clones in G401 cells (Supplementary Fig. 1C–F), confirming a specific dependency for BRD9 in *SMARCB1*-mutant cells. Together, these results indicate a specific dependency for BRD9 in *SMARCB1*-mutant cells.

**Fig. 1:**
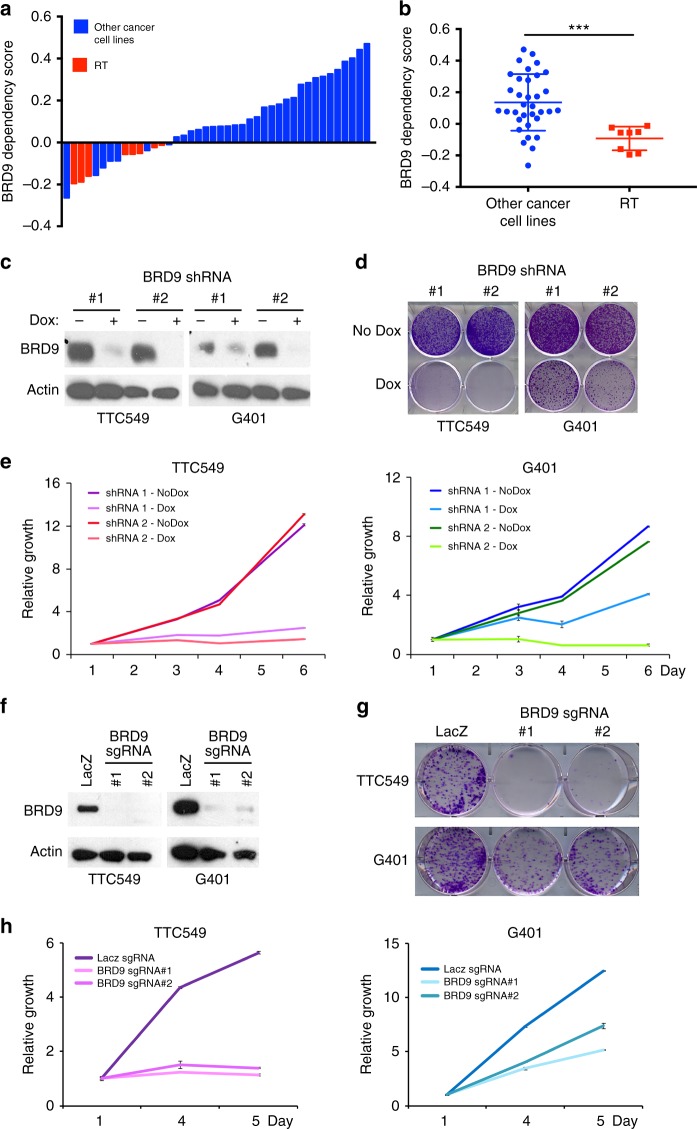
Genome-wide CRISPR-Cas9 screen identified BRD9 as a RT specific dependency. **a**, **b** *SMARCB1*-mutant RT cell lines are more sensitive to BRD9 loss in the CRISPR-Cas9 screen. Red: Rhabdoid Tumor cell lines; Blue: all other cancer cell lines. **c** Western blot showing BRD9 knockdown via shRNA in G401 and TTC549 RT cell lines. **d**, **e** shRNA-mediated BRD9 knockdown impairs cell proliferation: colony forming assay (**d**) and MTT assay (*n* = 3, error bars: SD) (**e**). **f** Western blot showing BRD9 deletion via CRISPR-Cas9 in G401 and TTC549 cell lines. **g**, **h** BRD9 deletion via CRISPR-Cas9 impairs cell proliferation: colony forming assay (**g**) and MTT assay (*n* = 3) (**h**)

### BRD9 defines a unique SWI/SNF subcomplex

BRD9 belongs to the bromodomain superfamily, and it has been shown that it can interact with subunits of the SWI/SNF complex such as SMARCA4^18,19^. However, its role within the SWI/SNF complex has remained largely unclear. To investigate the mechanism by which BRD9 maintains RT cell survival and its relationship with SMARCB1, we purified and identified endogenous BRD9-associated proteins in four different RT cell lines using mass spectrometry. As anticipated, members of the SWI/SNF complex were consistently enriched in BRD9 IP in all four RT cell lines, including SMARCA2/4 (BRM/BRG1), SMARCC1 (BAF155), SMARCD1 (BAF60A), and ACTL6A (BAF53A) (Fig. 2a). However, numerous well-characterized SWI/SNF subunits including SMARCC2 (BAF170), SMARCE1 (BAF57), ARID1A/B (BAF complex specific), ARID2, BRD7, and PBRM1 (PBAF complex specific) were absent. BRD9 IP and subsequent western blot confirmed the mass spectrometry result in G401 (Fig. 2b). To determine if the unique subunit association pattern was caused by the loss of SMARCB1 in RT cells, we performed BRD9 IP-mass spectrometry in G401 RT cells following SMARCB1 re-expression, and found that BRD9 still did not pull down the aforementioned subunits, or, interestingly, even SMARCB1 itself (Fig. 2c). Conversely, while immunoprecipitation of core subunit SMARCC1 (BAF155) or of ATPase subunit SMARCA4 pulled down BRD9 (Fig. 2b), neither ARID1A (specific for BAF complex) nor PBRM1 (specific for PBAF complex) pulled down BRD9 (Fig. 2c). These results indicate that BRD9—while interacting with numerous SWI/SNF subunits—is not part of either BAF or PBAF complexes^11^. To evaluate the composition of BRD9 subcomplex in non-RT cells, BRD9 was immunoprecipitated from three cell lines wild-type for *SMARCB1* (Fig. 2a). In all cases, SWI/SNF subunits co-purified but never subunits specific for either the BAF or PBAF families.

**Fig. 2:**
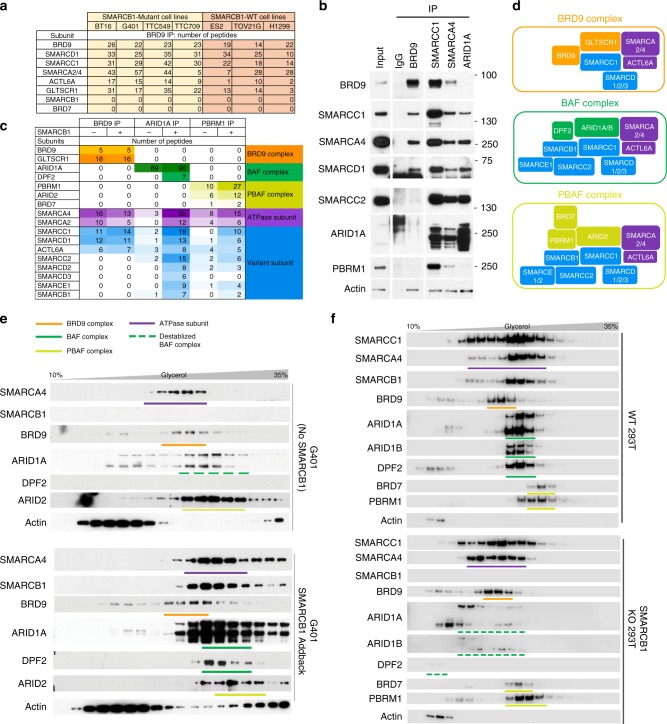
BRD9 defines a unique SWI/SNF subcomplex. **a** Immunoprecipitation-mass spectrometry of BRD9 showing known SWI/SNF subunits from four RT (*SMARCB1*-Mutant) cell lines and three non-RT (*SMARCB1*-WT) cell lines. Source data are provided as a Source Data file. **b** Immunoprecipitation of BRD9 in RT cell line G401 cells and blotted with indicated SWI/SNF subunits. **c** Immunoprecipitation-mass spectrometry of BRD9, ARID1A, PBRM1 in RT cell line G401 without or with SMARCB1 re-expression, showing differential IP enrichment of BRD9, BAF, and PBAF complex subunits. **d** Model of BRD9-SWI/SNF subcomplex in comparison to BAF and PBAF complexes, color for each subunit is consistent with what described in Fig. 2c. **e**, **f** Glycerol gradient of SWI/SNF complexes in G401 cells without (top half) or with SMARCB1 addback (bottom half) (**e**); or in HEK293T parental (top half) or isogenic SMARCB1 KO cells (bottom half) (**f**). BRD9 complexes are slightly smaller than BAF and PBAF complexes and there is a shift of core subunits (SMARCC1, SMARCA4) from BAF complexes to BRD9 complexes in the absence of SMARCB1

To further exclude the possibility that our finding was an artifact of antibody selectivity (i.e. antibody binding to BRD9 impairs its association with other proteins), we exogenously expressed BRD9 with a C-terminal HA tag in G401 cells and performed HA IP-mass spectrometry. This observation was consistent with endogenous BRD9 purification (Source data file) and indicated that BRD9 is found exclusively in a non-BAF, non-PBAF SWI/SNF subcomplex. Intriguingly, when we systematically compared the mass spectrometry data from all endogenous BRD9 purification as well as the HA-tag IP across all tested cell lines, we noticed that another protein, GLTSCR1 (also known as BICRA, BRD4 Interacting Chromatin-Remodeling Complex Associated Protein), was consistently co-purified at a comparable efficiency to other members such as SMARCA2/4, SMARCC1, but was notably absent from BAF and PBAF complexes (Fig. 2a, b), confirming reports that GLTSCR1 can interact with SWI/SNF complex^20^ and constitutes a distinct SWI/SNF subcomplex (termed GBAF)^21^. These results are summarized in Fig. 2d.

To assess the relationship of BRD9-SWI/SNF subcomplex to the BAF and PBAF complexes, we performed a series of glycerol sedimentation assays in multiple cell lines. In G401 RT cells, we found that BRD9, BAF, and PBAF complexes are modestly separated across gradient fractions in the absence of SMARCB1 and the SMARCA4 ATPase subunit overlapped primarily with fractions containing BRD9 rather than those occupied by BAF or PBAF subunits (Fig. 2e). Upon re-expression of SMARCB1 using our previously established inducible re-expression system, the assembly of BAF complex was noticeably enhanced. Additionally, SMARCA4 shifted towards fractions associated with the BAF complex. This shift of SMARCA4 following SMARCB1 re-expression suggests competition between BRD9 and BAF complex assembly. To further evaluate the relationship between BRD9 and BAF complexes, we conducted a second glycerol sedimentation assay in HEK293T cells and an isogenic derivative knocked out for *SMARCB1* cells. In parental (SMARCB1 intact) cells, BRD9, BAF, and PBAF complexes were well separated across the gradient and peak in distinct fractions (Fig. 2f). While the SMARCA4 ATPase subunit broadly occupied fractions containing BRD9, BAF, and PBAF, it was most concentrated in those associated with BAF. Knockout of SMARCB1 notably altered the gradient. BAF complex subunits ARID1A/B and DPF2 demonstrated reduced levels, and a shift to smaller fractions. Likewise, SMARCA4 shifted from broad occupation of BRD9, BAF, and PBAF-associated fractions to those associated mostly with BRD9. BRD9, however, was minimally affected by the loss of SMARCB1. These changes are reminiscent of assemblies observed in parental G401 cells prior to SMARCB1 re-expression. As further validation, we performed glycerol sedimentation in the HCT116 (*SMARCB1*-WT) colon cancer cell line. The result recapitulated the phenotype demonstrated in G401 *SMARCB1* re-expressed and HEK293T *SMARCB1-*WT cells (Supplementary Fig. 2A). Immuno-depletion assay in G401 cells without and with SMARCB1 re-expression showed that BRD9 specifically depletes SMARCD1 and to a lesser degree SMARCA4, while as predicted it has no effect upon a PBAF specific subunit ARID2. Upon SMARCB1 re-expression the effect of BRD9 immuno-depletion upon SMARCD1 and SMARCA4 is largely diminished (Supplementary Fig. 2B). Together, these experiments indicate that BRD9-containing complexes compete with SMARCB1-containing complexes for incorporation of other SWI/SNF subunits.

### Loss of BRD9 disrupts the BRD9-SWI/SNF subcomplex

To investigate the mechanism by which BRD9 is preferentially essential in SMARCB1 cells, we examined the role of BRD9 in complex assembly. BRD9 contains a bromodomain and an uncharacterized DUF3512 domain^19^. To dissect the functions of these two domains, we made several truncation mutants (Fig. 3a). By performing IP with an anti-HA antibody and immunoblotting, we found that the DUF3512 domain is both sufficient and necessary for BRD9 interactions with other subcomplex subunits while the bromodomain is dispensable (Fig. 3b, c), demonstrating that DUF3512 functions as a scaffolding domain essential for interaction with the tested SWI/SNF subunits. Consistent with this finding, while BRD9 and BRD7 share a highly similar bromodomain, their DUF3512 domains are quite distinct, explaining why BRD7 and BRD9 are recruited to different complexes (Supplementary Fig. 3).

**Fig. 3:**
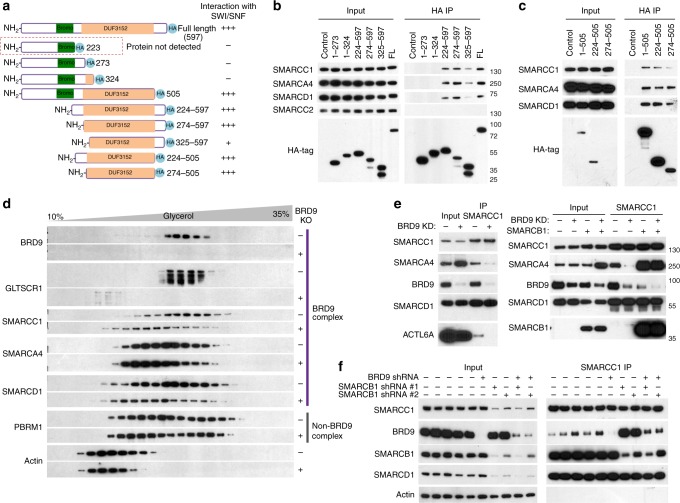
Loss of BRD9 disrupts BRD9-SWI/SNF complex. **a** Illustration of BRD9 domains and deletion mutants and a summary of BRD9 deletion mutants with SWI/SNF complex. – indicates no interaction; +++indicates strong interaction; +indicates weak interaction. **b**, **c** Immunoprecipitation of HA-tagged BRD9 truncation mutants and western blot showing their interactions with SWI/SNF subunits. The DUF3512 domain is essential for BRD9 interaction with SWI/SNF complex subunits. **d** Glycerol gradient of G401 cells with control CRISPR-Cas9 (−) or BRD9 targeting CRISPR-Cas9 (+). Loss of BRD9 leads to GLTSCR1 eviction and substantial degradation. **e** Western blot of input and SMARCC1 IP from G401 RT cells without or with BRD9 knockdown and without or with SMARC1B addback. Loss of BRD9 impairs SMARCA4 and SMARCC1 interaction only in a *SMARCB1*-deficient context. **f** Western blot of input and SMARCC1 IP from H1299 cells with BRD9 knockdown, SMARC1B knockdown or both. Loss of SMARCB1 leads to increased BRD9-SMARCC1 interaction

We then evaluated the effect of BRD9 loss on the complex integrity in *SMARCB1*-mutant cells using glycerol sedimentation assays. Strikingly, knockout of BRD9 via CRISPR/Cas9 editing in G401 cells led to complete eviction of GLTSCR1 from the subcomplex (Fig. 3d), while other subunits in the complex (SMARCC1 and SMARCA4) were moderately affected, with reduced level in BRD9 fractions. This result also indicates that BRD9 is essential for incorporation of GLTSCR1 to the complex. To further examine the consequences of BRD9 loss upon complex integrity, we next performed IP of core SWI/SNF subunit SMARCC1. While association of SMARCC1 with SMARCD1 was unaffected by BRD9 deletion, association with both SMARCA4 and ACTL6A were markedly impaired indicating that loss of BRD9 in RT cells results in near complete disassociation of the core SMARCC1 from the ATPase subunit.

To evaluate the contribution of SMARCB1 absence to this profound disassociation, we re-expressed SMARCB1 in RT cell lines and again evaluated the consequences of BRD9 deletion. The presence of SMARCB1 fully rescued the association of SMARCC1 with SMARCA4 and ACTL6A in the absence of BRD9 (Fig. 3e), suggesting BRD9 is essential for formation of functional SWI/SNF complexes, in the absence of SMARCB1-containing complexes. To further evaluate this, we knocked-down SMARCB1 in a non-RT cell line (H1299) and performed a SMARCC1 IP. Upon SMARCB1 loss the interaction between BRD9 and SMARCC1 was markedly increased (Fig. 3f). Conversely, knockdown of BRD9 had no effect upon SMARCC1 association with SMARCB1, suggesting that SMARCB1-containing complexes are either more abundant or that SMARCB1 protein is limiting in H1299 cells. This is also consistent with glycerol gradient data that BAF complex is dominant in SMARCB1 wild-type cells. Taken together, our data suggest that there is an intrinsic competition between the assembly of SMARCB1-containing complex and BRD9-containing complex, and that SMARCB1 could potentially bind to SMARCC1 with a higher affinity. Following this logic, in RT cells, upon SMARCB1 mutation, the assembly of BRD9-SWI/SNF subcomplex is enhanced and becomes essential.

### Genome-wide binding of BRD9 and transcriptional regulation

SMARCB1 had previously been considered a core SWI/SNF subunit, but our results indicated that BRD9-containing complexes lack SMARCB1. We thus sought to evaluate the targeting of the BRD9 subcomplex to chromatin. As endogenous BRD9 ChIP-seq was not successful in our hands and others^19^, we took the strategy of CETCh-seq (CRISPR epitope tagging ChIP-seq)^22^ to add an HA-tag to the endogenous locus of BRD9 at the C-terminus and perform HA-tag ChIP-seq. Of note, adding an HA tag did not impair the formation of BRD9-SWI/SNF subcomplex (Supplementary Fig. 4). Analysis of the ChIP-seq data of BRD9, SMARCA4, SMARCC1, as well as histone modifications (H3K27Ac, H3K4Me3)^7^ revealed that: (1) binding of BRD9 was enriched in promoters and 5′ UTRs (Fig. 4a); (2) nearly half of BRD9 peaks overlap with SMARCA4 peaks (Class I peaks, Fig. 4b), and the overlapping peaks often co-localize at both enhancers and active promoters (top half of the Class I peaks have H3K27Ac; the bottom have both H3K27Ac and H3K4me3 in Fig. 4c; examples are shown in Fig. 4d); (3) the other half of BRD9 peaks (Class II peaks, which have little or no SMARCA4/SMARCC1 binding) are enriched mostly in promoters (Fig. 4c, d). This raises the possibility that BRD9 might function as free form or other smaller subcomplexes, which is consistent with glycerol gradient experiments from our data (Fig. 2c, d) and others^23^; (4) SMARCA4 binding sites that overlap with no or little BRD9 (Class III peaks) showed enhancer-like features, indicating the binding of BAF/PBAF complexes (Fig. 4c, d); and (5) Class I peaks are wider than Class II and III (Supplementary Fig. 5). Collectively these results demonstrate that BRD9, while sharing some similarities with other SWI/SNF complexes also has distinct binding patterns including a notable enrichment at promoters.

**Fig. 4:**
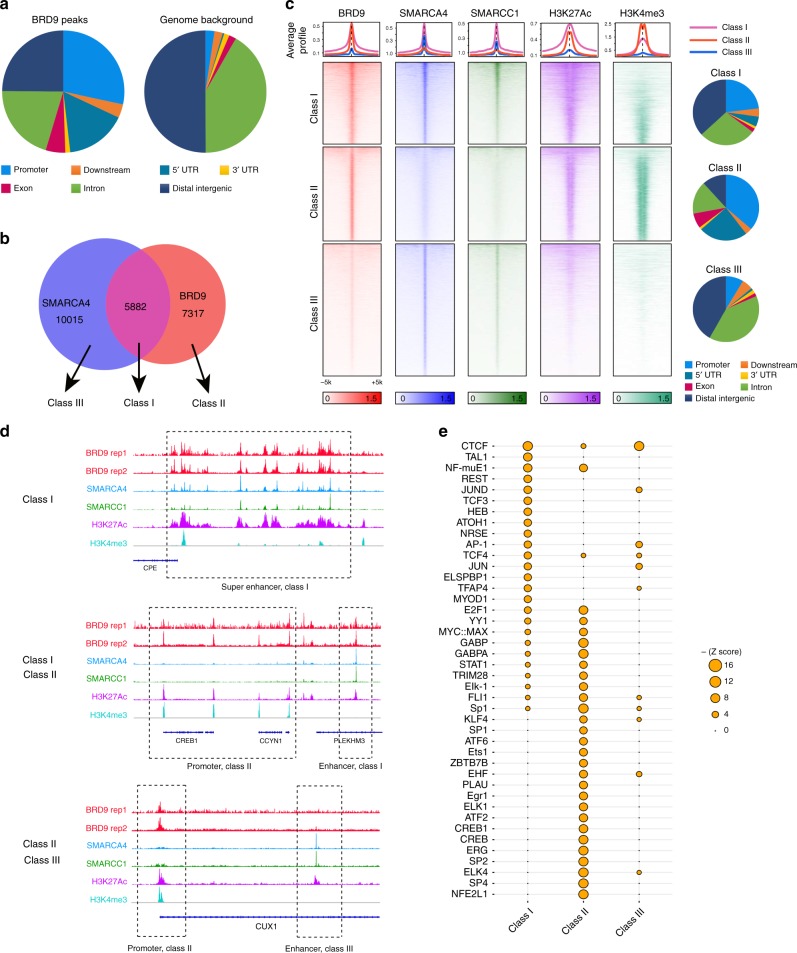
Genome-wide targeting of BRD9 directly regulates gene expressions. **a** The genomic distribution of BRD9 binding sites in G401 cells. **b** Venn diagram of overlap between SMARCA4 and BRD9 peaks and definition of the three classes of BRD9 peaks. **c** The average ChIP enrichment profile of BRD9, SMARCA4, SMARCC1, H3K27Ac, and H3K4me3 over class I, class II, and class III peak regions (top). Heatmap illustrating the ChIP-seq signal 5 kb up- and downstream of the different peak classes. The genomic distribution of each class is shown in the right. **d** Examples of BRD9, SMARCA4, SMARCC1, H3K27Ac, and H3K4me3 ChIP-seq at representative Class I, II, and III peak regions. **e** Comparison of motif enrichment in different peak regions. Size of the circle represents the significance of the motif

To evaluate whether the distinct classes of BRD9 binding sites may have different functions with respect to transcriptional regulation, we next analyzed correlation with transcription factor binding motifs that are enriched in these three categories of binding sites (Fig. 4e). Consistent with our previous findings of motifs enriched at SMARCA4 binding sites, the shared regions between BRD9 and SMARCA4 were enriched with AP-1 and CTCF motifs^8^. While there was substantial overlap in gene sets associated with Class I and Class II sites, class II regions revealed more unique motifs, including (1) ETS family of transcription factors such as ETS1, ERG, and FLI1. A recent report that the SWI/SNF complex interacts with EWS-FLI1 and targets tumor-specific enhancers in Ewing sarcomas^24^, suggesting a broader relationship between SWI/SNF complexes with ETS family transcription factors; (2) ELK1, a target of the Ras/Raf/MAPK pathway, (3) ATF2 and CREB, related with the cAMP and apoptosis pathways, which have been shown to interact with SWI/SNF^25^. This suggests that BRD9 may regulate multiple pathways, likely via interacting with various transcription factors.

We have previously shown that SMARCB1 (present in BAF and PBAF complexes), SMARCA4 (BAF, PBAF, and BRD9 complexes), and ARID1A (BAF complexes only) serve important roles in the establishment of active chromatin at enhancers such that their loss results in marked reduction of active histone marks. To investigate contributions of BRD9, we performed western blot against enhancer and promoter-associated histone modifications (Fig. 5a) in G401 cells. Unlike loss of other members such as SMARCB1, SMARCA4, and ARID1A^7,8,26^, loss of BRD9 did not change the global levels of key histone marks such as H3K27Ac and H3K4me3 (Fig. 5a), although the presence of BRD9 was positively correlated with H3K27Ac and H3K4me3 signal (Fig. 5b, Supplementary Fig. 6A). However, analysis of ChIP-seq profiles for H3K27Ac and H3K4me3 in G401 BRD9-KO and BRD9-WT cell showed both increases and decreases at promoters and enhancers (Fig. 5b, c, Supplementary Fig. 6), and changes of H3K27Ac at these loci were positively correlated with gene expression changes in both TSS-proximal and TSS-distal regions (Fig. 5d). To directly evaluate the role of BRD9 in transcriptional regulation, we used our published algorithm BETA (Binding and Expression Target Analysis)^27^ to: (1) examine whether BRD9 has activating or repressive, or both, function in regulating downstream gene expression; (2) identify BRD9 direct target genes as those with both BRD9 binding and demonstrating BRD9-dependent gene expression changes. In using BETA, we found BRD9 binding was enriched at both activated and repressed genes rather than the static genes (Fig. 5e). This demonstrates that BRD9 function is required for both activating and repressive functions in regulating gene expression. Given the distinct biochemical assemblies and binding of BRD9 in class I and class II sites we next analyzed these genes independently. We utilized GO (Gene Ontology) analyses to determine whether these direct target genes were enriched for previously identified functional categories. While there was substantial overlap in gene sets associated with Class I sites and Class II sites, there was stronger association of Class II sites with GO terms related to apoptosis and cell death while class I sites were preferentially associated with development (Fig. 5f), thus raising the possibility of distinct functional roles for BRD9 when bound with and without canonical SWI/SNF subunits SMARCA4 and SMARCC1.

**Fig. 5:**
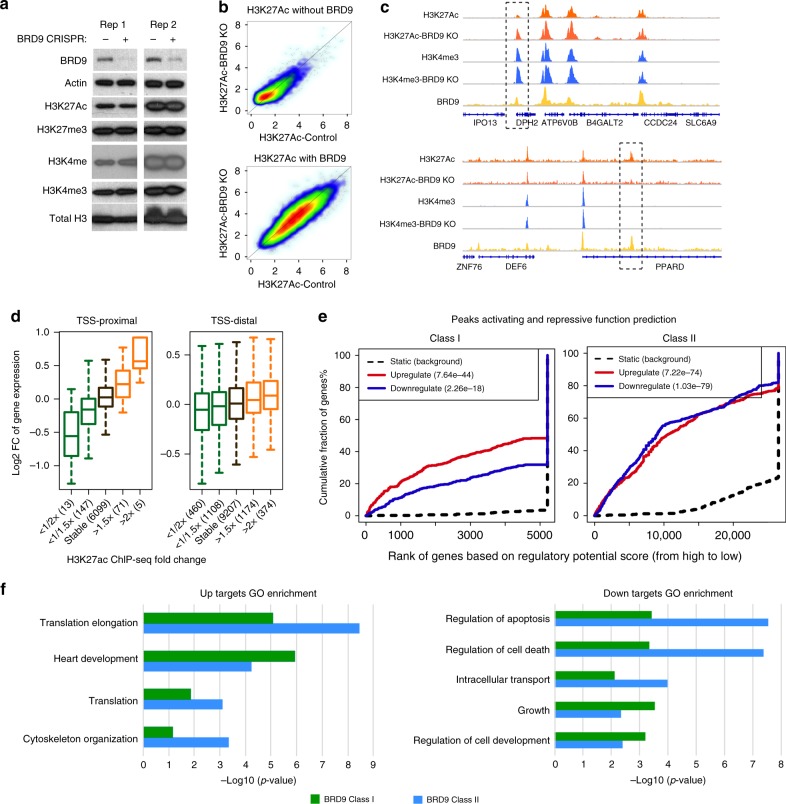
BRD9 directly regulates gene expression. **a** Western blot of selected histone modifications in G401 cells with or without BRD9. **b**, **c** Scatterplot of the average H3K27Ac (**b**) and H3K4me3 (**c**) ChIP-seq signals in *H3K27Ac*-WT and *H3K27Ac*-KD BRD9 over BRD9 binding sites. Loss of BRD9 leads to bidirectional changes of H3K27Ac and H3K4me3. **d** Correlation between the closest gene expression changes with H3K27ac signal changes at TSS-proximal and TSS-distal regions upon BRD9 deletion. In the box plots, bounds of the box spans from 25 to 75% percentile, the center line represents median, and whiskers visualize 5 and 95% of the data points. **e** BETA activating/repressive function prediction of the BRD9 class I and class II peaks in G401 cell. The red and the purple lines represent BRD9 upregulated and downregulated genes, respectively. The dashed line indicates the non-differentially expressed genes as background. Genes are cumulated by the rank on the basis of the regulatory potential score from high to low. The regulatory potential in the *x*-axis represents the likelihood of a gene being regulated by BRD9, calculated by considering both the number of BRD9 binding sites and the distance between gene TSS and the BRD9 peak (see details from methods). *P*- values that represent the significance of the upregulated or downregulated gene group distributions are compared with the static gene group by the Kolmogorov–Smirnov test. **f** GO terms enrichment of BRD9 class I and BRD9 class II direct up (left) and down (right) target genes upon BRD9 deletion

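RNA was sequenced from G401, a cell line from a rhabdoid tumor of the kidney with mutant SMARCB1. The cells carried either a CRISPR deletion of BRD9 (BRD9 KO) or a control guide against LacZ, a bacterial gene that human cells lack. There were 2 libraries for each guide on each of days 1, 2, 3 and 5, 16 in all. BRD9, a bromodomain subunit of SWI/SNF (ENSG00000028310.13), lies on chromosome 5 of GRCh37 from 850406 to 892916, on the minus strand. Its RNA was lower in BRD9 KO than in LacZ libraries on every day and was still detected in every BRD9 KO library. In TMM-normalized CPM, a count scaled by the library's total, it was 16.6 to 25.9 in the BRD9 KO and 45.8 to 64.5 in the LacZ libraries. On day 1 BRD9 stood at 16.9 ± 0.3 CPM (SD, n = 2) in BRD9 KO cells and 48.3 ± 1.57 (SD, n = 2) in LacZ cells. This is a log2 fold change of -1.51 (standard error 0.077, adjusted p = 2.72e-09 from edgeR's quasi-likelihood test). The level left was 35% of the control on day 1, 39.1% on day 2 (18.3 ± 2.37 against 46.7 ± 1.29 CPM), 40.4% on day 3 (25.6 ± 0.138 against 63.4 ± 1.65 CPM) and 39.3% on day 5 (24.2 ± 2.38 against 61.5 ± 1.31 CPM; SD, n = 2 in each group). The log2 fold changes on days 2, 3 and 5 were -1.34 (adjusted p = 3.77e-09), -1.31 (adjusted p = 1.34e-10) and -1.36 (adjusted p = 5.5e-11 from the same test). DESeq2's filter on low counts left BRD9 without an adjusted p on day 1. ZDHHC11 runs from 795720 to 859088 on the same strand and so overlaps the 3' end of BRD9. It had a log2 fold change of -0.61 on day 1 (standard error 0.17, adjusted p = 0.139 from the same test).

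**Figure D1:**
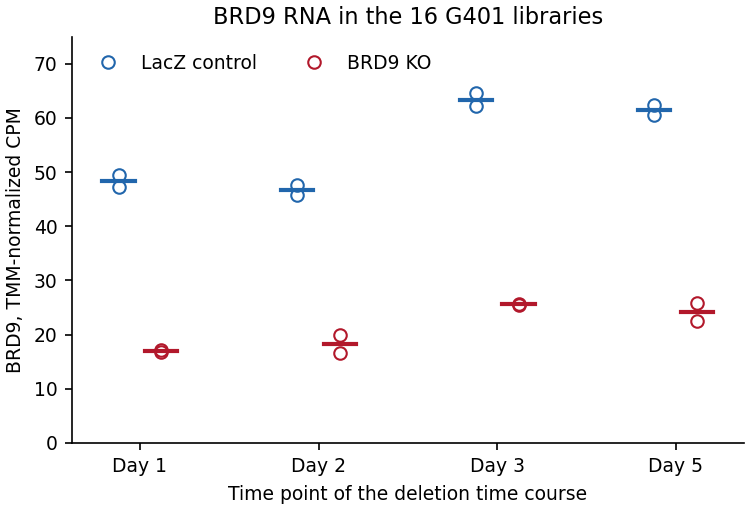
BRD9 RNA in each library, in TMM-normalized CPM (y axis), by day of the time course (x axis). Open circles are single libraries and bars are the means of the 2 libraries of a group; on each day both BRD9 KO libraries lie below both LacZ libraries.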

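The libraries were made from total RNA with a kit that does not keep the strand. Reads of genes that overlap on opposite strands cannot be assigned by strand, and near-identical genes such as histones can share reads. The authors aligned the reads to hg19 with STAR and ENCODE standard options and estimated counts per gene with RSEM. The values used here are RSEM's expected counts for 57820 genes, rounded to whole numbers. The total per library was 9185808 to 16560669 (median 13129228) in the 8 BRD9 KO libraries and 11252814 to 15430060 (median 12672276) in the 8 LacZ libraries. All 16 libraries were fitted together in edgeR with a mean for each of the 8 groups of guide and day and TMM normalization. The test covered the 15027 genes that passed a minimum count of 10. A gene counts as called, or as higher or lower, when its adjusted p (Benjamini-Hochberg) is under 0.05. Days 1 and 2 were averaged as the early period and days 3 and 5 as the late period, and the difference between the periods was tested directly. Gene lists were fixed before the data were examined and stand in for gene sets. Each list was tested for an excess of called genes (one-sided Fisher's exact test) and for a shared direction against the other genes (camera). The other genes were not matched to a list by abundance, and small differences pass more easily in abundant genes. An excess of called genes may therefore partly reflect abundance. Within the pairs of replicates the median spread over genes was 1.12 to 1.33 times counting noise. The paper calls the pair biological replicates and its text does not say whether they came from separate cultures, so the p-values may cover technical spread alone.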

To further look at primary and secondary effects of BRD9 loss on transcriptional changes, we next performed a BRD9 deletion time-course (Day 1, 2, 3, and 5) RNA-seq experiment (Supplementary Fig. 7A, B). Comparison of the distance of BRD9 binding to differentially expressed genes and static genes revealed that BRD9 was bound closer to differentially expressed genes (both activated and repressed) than to unchanged genes suggesting direct contribution of BRD9 to both activation and repression (Supplementary Fig. 7C). Analyses revealed that that transcriptional changes caused by BRD9 loss occurred in a time-dependent manner. For example, early on at Days 1 and 2 genes sets associated with chromatin structure are enriched, such as nucleosome assembly and gene silencing. 

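More genes differed between BRD9 KO and LacZ cells on each later day of the time course. KRT18, an epithelial keratin (chromosome 12, 53342655 to 53346690), had a log2 fold change of 0.046 on day 1, which did not pass the test (standard error 0.014, adjusted p = 0.195 from edgeR's quasi-likelihood test). It rose by 0.18 on day 2, 0.39 on day 3 and 0.53 on day 5 (adjusted p = 5.79e-15 on day 5 from the same test). MMRN1, a secreted multimerin (chromosome 4, 90800683 to 90875780), had -0.061 on day 1 (adjusted p = 0.28 from the same test). It fell by 0.31, 0.65 and 0.93 on days 2, 3 and 5. PSG1, a pregnancy-specific glycoprotein (chromosome 19, 43370616 to 43383974), fell from 103.7 ± 4.1 CPM in LacZ cells to 53.8 ± 0.13 in BRD9 KO cells on day 2 (SD, n = 2 in each group). On day 5 it fell from 76.0 ± 0.35 to 23.2 ± 0.20. The log2 fold changes were -0.95 and -1.71, although close paralogs of PSG1 can share its reads. SPHK1, a kinase that makes sphingosine-1-phosphate, rose by 0.93 on day 3 and 1.47 on day 5. The epithelial keratin KRT8 and the collagen gene COL6A1 rose too, by 0.53 and 0.90 on day 5, and the stress-induced gene NUPR1 fell by 1.40. Both keratins have pseudogenes that can share their reads. TRIP13, the gene next to BRD9, followed another course. Its log2 fold change was -0.39 on day 1 (standard error 0.051, adjusted p = 0.000821 from the same test), -0.14 on day 2 (adjusted p = 0.12 from the same test), -0.19 on day 3 (adjusted p = 0.0062 from the same test) and 0.0016 on day 5 (adjusted p = 0.988 from the same test). The call on day 3 was lost without BRD9 KO day 3 replicate 2 (0.0778) or LacZ day 3 replicate 1 (0.055).
Over all 15027 genes, 81 were called on day 1 (41 higher, 40 lower), 406 on day 2 (169 higher, 237 lower), 1569 on day 3 (690 higher, 879 lower) and 2250 on day 5 (1131 higher, 1119 lower). Most of these changes were small, with a median absolute log2 fold change of 0.143 among the genes called on day 1 and 0.251 on day 5. An absolute log2 fold change of 1 was reached by 6, 16, 73 and 152 of the called genes on days 1, 2, 3 and 5. Days 1 and 2 shared 44 called genes, all in the same direction, where 2.19 would be shared by chance. Days 3 and 5 shared 1046, of which 1038 went in the same direction, against 234.9 by chance. Averaged by period, 498 genes were called early (223 higher, 275 lower) and 3230 late (1587 higher, 1643 lower). Of the 498 early genes, 442 had a late fold change of the same sign and in 294 of those it was larger. The effect itself differed between the periods in 1117 genes (512 with a higher and 605 with a lower log2 fold change late than early). An F-test over the 4 days called 831. Among the 1117, KRT18 changed by 0.35 more late than early (standard error 0.014, adjusted p = 8.45e-12 from the same test). KRT8 changed more by 0.36, COL6A1 by 0.56 and SPHK1 by 0.88. The differences were -0.60 for MMRN1, -1.09 for PSG1 and -0.96 for NUPR1. The LacZ cells changed over time as well, with 3847 genes called between their day 5 and day 1 libraries (1904 higher and 1943 lower on day 5).
Leaving out 1 library moved the count on day 1 to 20 (without BRD9 KO replicate 1), 33 (BRD9 KO replicate 2), 14 (LacZ replicate 1) and 17 (LacZ replicate 2), on day 2 to 205, 264, 212 and 214 in that order, on day 3 to 869 (BRD9 KO replicate 1), 892 (LacZ replicate 1) and 951 (LacZ replicate 2), on day 5 to 1464 (LacZ replicate 1) and over both early days to 324 (without BRD9 KO replicate 1 of day 2). With limma-trend on log2 TPM 11, 103, 412 and 994 genes were called on days 1, 2, 3 and 5, and 317 between the periods, without TRIP13 on days 1 and 3; DESeq2 called 893 on day 3, 1339 on day 5 and 631 between the periods, where it gave no adjusted p for SPHK1, and day 1 gave 290 genes with no filter on low counts and 45 from its own 4 libraries. The paper concludes that the changes after BRD9 loss depend on time, and gives the gene sets of chromatin structure enriched at days 1 and 2 as its example.

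**Figure D2:**
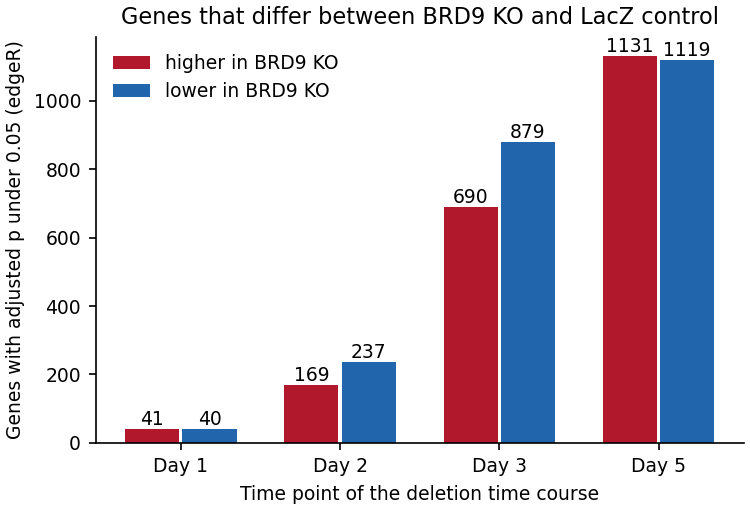
Number of genes called between BRD9 KO and LacZ libraries (y axis, adjusted p under 0.05 from edgeR) on each day (x axis), with genes higher in BRD9 KO in red and lower in blue. The counts go from 41 higher and 40 lower on day 1 to 1131 higher and 1119 lower on day 5.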

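Over days 1 and 2, several histone chaperones and replacement histones changed in the BRD9 KO cells, and most of those that changed fell by small amounts. Of 50 measured members 2 were higher and 7 lower (4 higher and 8 lower when adjusted over the list alone). This is more than the share of called genes among all genes tested (Fisher's exact test, adjusted p = 0.000153). H3F3B, which encodes the replacement histone H3.3 (chromosome 17, 73772515 to 73781974), had a log2 fold change of -0.11 (standard error 0.015, adjusted p = 0.000114 from edgeR's quasi-likelihood test). SSRP1, a subunit of the histone chaperone FACT, had -0.10 (adjusted p = 0.00413 from the same test). RSF1, a remodeling factor that spaces nucleosomes, had 0.14 (adjusted p = 0.00532 from the same test). NPM1, the most abundant member, had 0.0071 (standard error 0.013, adjusted p = 0.871 from the same test). By camera the list was lower than the other genes (adjusted p = 0.0398, but adjusted p = 0.0706 with an estimated correlation). The call was lost without BRD9 KO day 1 replicate 2 (0.125), LacZ day 1 replicate 1 (0.0683), BRD9 KO day 2 replicate 1 (0.11) or LacZ day 2 replicate 1 (0.0684). Across nuclear genes the log2 fold change correlated positively with transcript length (Spearman 0.146 on day 1 and 0.0918 on day 2). Whether this trend bears on the fall of the chaperone list was not tested. Among 34 measured replication-dependent histone genes, which supply nucleosomes in S phase, edgeR called 0 (1 at an unadjusted p under 0.05). Limma-trend and DESeq2 also called 0, but DESeq2 gave an adjusted p for only 1 of them. The paper's text names no poly(A) selection or rRNA removal, so how fully these libraries capture replication-dependent histone mRNAs is not known. The counts of all 70 listed histone genes of this kind, with the 36 too low to test alone, were also summed by family to allow for shared reads. In the LacZ libraries of day 1 the sums were 12.31 and 12.99 CPM for H3 and 16.43 and 16.86 for H4. HIST1H2BK alone averaged 92.9 CPM there, where H2B stood at 127.4 and 133.1. The family values thus describe mainly the members detected, and may not describe the supply of histones in S phase. The early log2 fold changes were 0.03 for H1, 0.05 for H2A, 0.02 for H2B, 0.07 for H3 and 0.05 for H4 (adjusted p of 0.656 to 0.93 from edgeR), and none passed the test. Together the 84 nucleosome assembly genes held 2 higher and 7 lower (2 and 7 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.00583). This excess was lost without BRD9 KO day 1 replicate 2 (0.0825), LacZ day 1 replicate 1 (0.0957) or replicate 2 (0.105), BRD9 KO day 2 replicate 1 (0.0801) or LacZ day 2 replicate 2 (0.0974).
Of 64 measured genes of gene silencing, 2 were called early and both were lower (the same number when adjusted over the list alone; Fisher's exact test, adjusted p = 0.748). PHF19, a partner of the repressive complex PRC2, fell by 0.24 (standard error 0.051, adjusted p = 0.0105 from edgeR). Its call was lost without BRD9 KO day 1 replicate 2 (0.052), LacZ day 1 replicate 1 (0.0609) or LacZ day 2 replicate 1 (0.0666). SUV39H1, which methylates histone H3 in silent chromatin, fell by 0.25 (standard error 0.064, adjusted p = 0.0398 from edgeR). When each of the 8 early libraries was left out in turn the call was lost, except without LacZ day 2 replicate 2 (adjusted p between 0.0281 and 0.2 over the 8). Of 25 SWI/SNF subunits, 1 was higher and 3 lower, with BRD9 among the latter (1 higher and 3 lower when adjusted over the list alone). SMARCA4, the ATPase of the complex, fell by 0.07 (standard error 0.014, adjusted p = 0.00494 from edgeR). ARID1A had a log2 fold change of -0.11 (adjusted p = 0.0105 from edgeR, 0.0692 without BRD9 KO day 1 replicate 2). GLTSCR1L, a subunit of the BRD9-containing form of the complex, had 0.33 early (adjusted p = 0.0111 from edgeR), a call lost without BRD9 KO day 2 replicate 1 (0.09), LacZ day 1 replicate 2 (0.057) or LacZ day 2 replicate 1 (0.0608). Late it rose by 0.52 (standard error 0.066, adjusted p = 1.15e-05 from the same test).
By days 3 and 5 the chaperones and replacement histones had 1 member higher and 27 lower (2 higher and 29 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 5.53e-07). Camera placed the list lower late than early (adjusted p = 0.000195). Fisher's exact test of the same difference did not pass (adjusted p = 0.0599), but did among lower genes alone (0.00363), with no filter on low counts (under 0.05) and without BRD9 KO day 3 replicate 2 (0.00863). H2AFZ, a replacement form of histone H2A, fell by 0.19 (adjusted p = 1.74e-06 from edgeR) and the chaperone SET by 0.13 (adjusted p = 6.73e-07 from edgeR). The lists of G2/M and S phase genes were lower late as well (camera, adjusted p = 2.37e-15 and 6.79e-06). Whether the late fall of the chaperone list is separate from that of cell cycle genes was not tested. Among the summed families, H2A, H2B and H3 were higher in BRD9 KO than in LacZ cells late, by 0.13, 0.21 and 0.32 (adjusted p = 0.027, 5.59e-05 and 0.0122 from edgeR). H1 and H4 had 0.23 and 0.07 late without passing the test. On day 5 H1 had 0.46 and passed (adjusted p = 0.00622 from edgeR), while on day 3 it had -0.0045. The difference between late and early passed for H2B (adjusted p = 0.0108 from edgeR), and did not for H2A (0.507) or H3 (0.279). In LacZ cells H2B and H3 fell from day 1 to day 5, by 0.28 and 0.76. In the BRD9 KO libraries H3 stood at 12.05 and 11.84 CPM on day 1 and at 8.90 and 9.80 on day 5. H2B stood at 123.1 and 131.1 CPM in the BRD9 KO libraries of day 1 and at 125.5 and 127.3 in those of day 5. Gene silencing had 6 members higher and 10 lower late (6 and 10 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.376, and 0.0012 with no filter on low counts). In the early period all 13 mRNAs encoded by mitochondrial DNA were higher in the BRD9 KO libraries (13 when adjusted over the list alone), with a median log2 fold change of 0.13. On limma-trend with log2 TPM the early excess of chaperones (adjusted p = 0.816) and of all nucleosome assembly genes (adjusted p = 0.987) was lost, as were the early calls of SSRP1, RSF1, SMARCA4, ARID1A, GLTSCR1L and SUV39H1. SUV39H1 was also not called with no filter on low counts or from the early libraries alone, and DESeq2 gave no adjusted p for it or for GLTSCR1L.

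**Figure D3:**
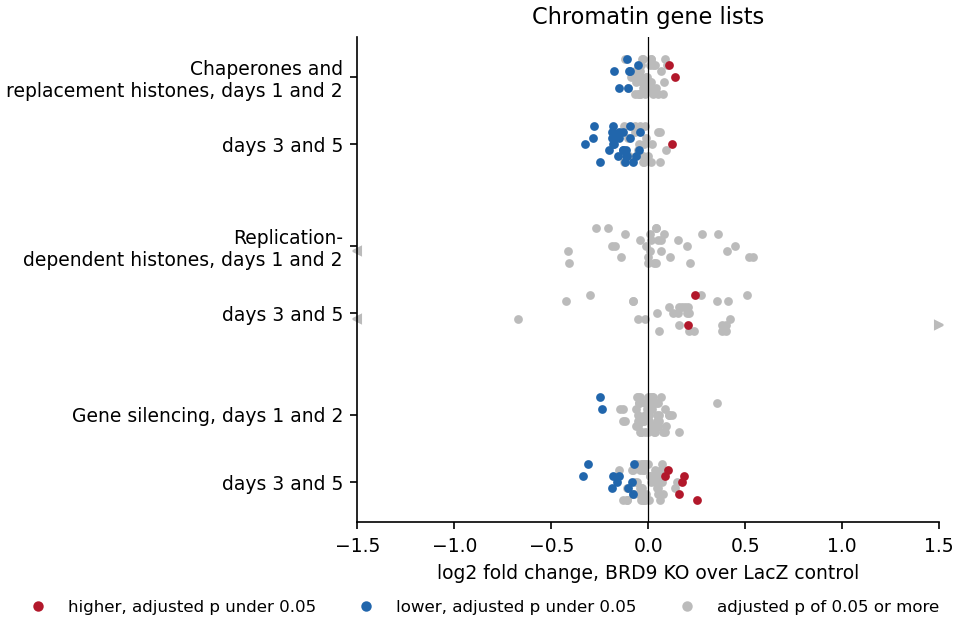
log2 fold change of each measured member of the 3 chromatin lists, BRD9 KO over LacZ (x axis), over days 1 and 2 and over days 3 and 5 (y axis). Each point is 1 gene, red when higher, blue when lower and grey when its adjusted p is 0.05 or more, with triangles at the edge for values beyond the axis; in the upper list 7 genes are blue early and 27 late.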

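Over days 3 and 5, genes of development changed in both directions in the BRD9 KO cells. They were called more often than other genes, which were not matched to them by abundance. Of 190 measured members of 6 development lists, 56 were higher and 39 lower (63 higher and 40 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 8.56e-17). In the skeletal, mesenchymal and extracellular matrix list 14 of 37 were higher and 13 lower (16 and 13 when adjusted over the list alone; adjusted p = 2.4e-10 by Fisher's exact test). In this list COL6A1 rose from 161.6 to 262.7 CPM (log2 fold change 0.68, standard error 0.024, adjusted p = 2.54e-13 from edgeR's quasi-likelihood test). COL1A1, which encodes a chain of type I collagen, fell from 334.2 to 224.2 CPM (log2 fold change -0.57, standard error 0.021, adjusted p = 3.35e-13 from the same test). SPARC, a matrix protein, fell by 0.27. Developmental signalling had 18 of 46 members higher and 5 lower (18 and 5 when adjusted over the list alone; Fisher's exact test, adjusted p = 6.41e-05). Camera placed the list higher than other genes (adjusted p = 0.000183). FGFR3 rose by 0.79, as did the inhibitors of receptor signalling DUSP6 and SPRY4, by 0.36 and 0.42.
Heart and muscle genes had 8 of 31 members higher and 5 lower (10 and 5 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0176). Their median log2 fold change was 0.014 and their mean -0.0047. SIX4, a transcription factor of muscle precursors, rose by 0.35. TNNT2, the cardiac troponin T gene, fell from 12.68 to 5.99 CPM (log2 fold change -1.10, standard error 0.093, adjusted p = 5.17e-08 from edgeR). In the neural list 7 of 24 were higher and 4 lower (7 and 4 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0154). TUBB3, a neuronal tubulin, rose by 0.33 and SOX8 by 0.60. The adhesion gene L1CAM fell by 0.31. Kidney development had 6 of 18 higher and 2 lower (7 and 3 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0422). MEOX1 rose by 0.43 and WNT11 by 0.46, and FGFR2 fell by 0.22. HOX genes and their cofactors leaned the other way, with 3 of 35 higher and 10 lower (4 and 10 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0422). MEIS2, a HOX cofactor, fell from 114.3 to 74.0 CPM (log2 fold change -0.64, standard error 0.029, adjusted p = 8.24e-12 from edgeR), HOXA9 by 0.34 and HOXC8 by 0.50.
Of 56 measured genes of apoptosis 13 were higher and 6 lower late (15 and 6 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0404). The p53 effector PERP rose by 0.24 (standard error 0.014, adjusted p = 3.89e-10 from edgeR) and the death receptor gene TNFRSF10B by 0.17. Genes that restrain apoptosis went both ways. XIAP rose by 0.45 and BIRC2 by 0.26, while BCL2 fell from 31.5 to 20.6 CPM (log2 fold change -0.60, standard error 0.061, adjusted p = 6.26e-07 from edgeR) and BIRC5 fell by 0.18. Over days 1 and 2 the development lists together had 7 members higher and 12 lower (10 and 18 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.000118). Kidney development also showed an early excess (Fisher's exact test, adjusted p = 0.0435), lost when any single early library was left out. Camera called a shared direction for HOX genes early (adjusted p = 0.0397). That call was lost without BRD9 KO day 1 replicate 2 or BRD9 KO day 2 replicate 1. It was also lost without LacZ day 1 replicate 2 or either LacZ day 2 library. Apoptosis had 4 higher and 1 lower (4 and 3 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0667, and 0.0376 with no filter on low counts). The difference between the periods was called in 31 development genes in the positive and 20 in the negative direction (Fisher's exact test, adjusted p = 7.98e-15) and in 5 and 3 apoptosis genes. Camera placed development higher late than early (adjusted p = 0.012) and gave no such call for apoptosis (adjusted p = 0.249, but 0.0465 with no filter on low counts). MEIS2 differed by -0.45, BCL2 by -0.55 and PERP by 0.20 between the periods. XIAP had already risen early, by 0.26. Among markers of other cell types, 4 of 8 epithelial markers were higher and 1 lower late (4 and 2 when adjusted over the list alone). KRT18 stood at 2947 CPM in LacZ cells and 4047 in BRD9 KO cells. The 2 endothelial markers called of 5 were MMRN1 and MMRN2, both lower (1 higher and 2 lower when adjusted over the list alone). Of 7 blood markers edgeR called 0 (1 at an unadjusted p under 0.05), and limma-trend and DESeq2 called 0.
Leaving out 1 library ended the excess for kidney development without BRD9 KO day 3 replicate 2 (0.0719), BRD9 KO day 5 replicate 1 (0.0645) or 2 (0.0524) and LacZ day 5 replicate 1 (0.139) or 2 (0.0529), for HOX genes without BRD9 KO day 3 replicate 1 (0.102), LacZ day 3 replicate 1 (0.0621), BRD9 KO day 5 replicate 1 (0.0814) or 2 (0.137) and LacZ day 5 replicate 1 (0.392) or 2 (0.14), and for apoptosis without BRD9 KO day 3 replicate 2 (0.0956). DESeq2 gave adjusted p values of 0.087, 0.445 and 0.0526 for these 3 lists, and on limma-trend with log2 TPM the HOX excess (adjusted p = 0.212), the early excess of development (adjusted p = 0.987), and the calls of XIAP and BCL2 were lost. With an absolute log2 fold change of at least 1 the excess ended for pooled development, for each development list and for apoptosis.

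**Figure D4:**
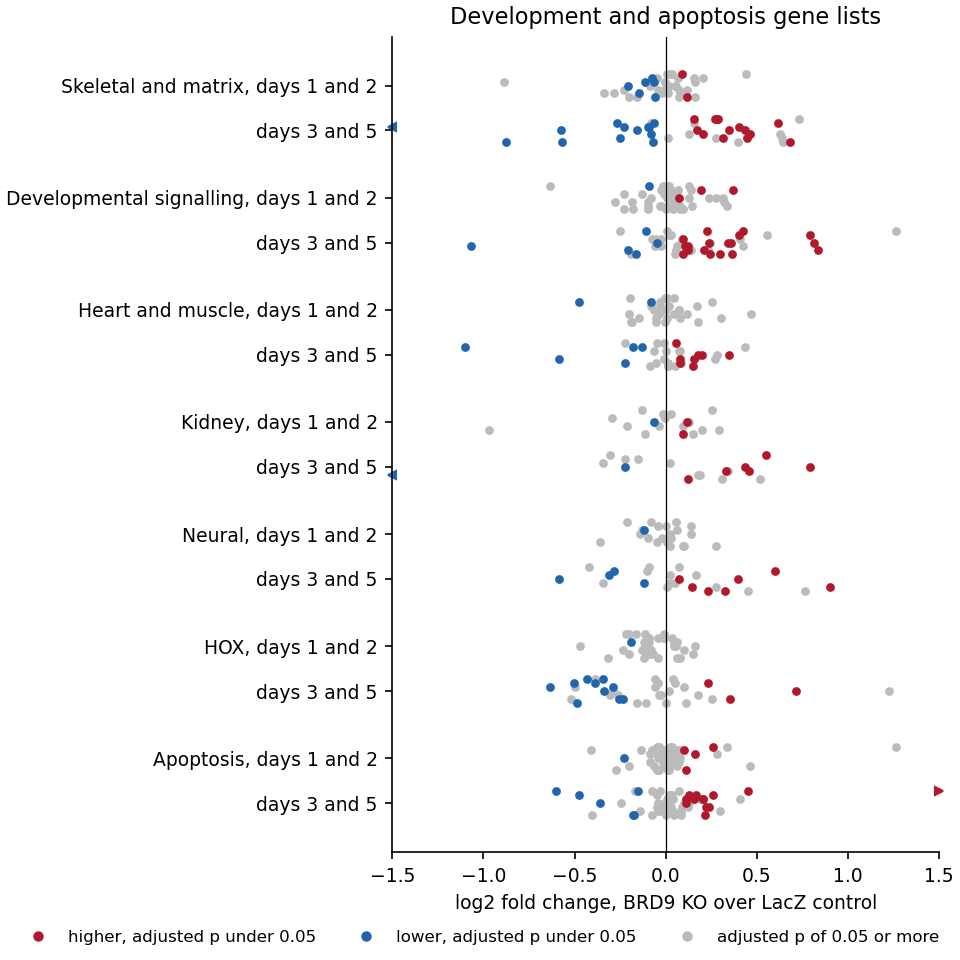
log2 fold change of each measured member of the development and apoptosis lists, BRD9 KO over LacZ (x axis), over days 1 and 2 and over days 3 and 5 (y axis). Each point is 1 gene, red when higher, blue when lower and grey when its adjusted p is 0.05 or more, with triangles at the edge for values beyond the axis; developmental signalling has 18 red genes late and 3 early, and HOX genes 10 blue genes late and 1 early.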

Later, at days 3–5, gene sets associated with downstream functions such as differentiation, development and apoptosis are enriched (Supplementary Fig. 7D, E).

## Discussion

Taken together, our work here identifies BRD9 as a preferential dependency for *SMARCB1*-mutant RT cells. In understanding the mechanism, we report a BRD9-containing SWI/SNF subcomplex (GBAF or ncBAF), which is distinct from originally identified BAF and PBAF subcomplexes. In characterizing the assembly of this BRD9 SWI/SNF subcomplex, we identified an intrinsic competition between BRD9 and SMARCB1 in forming SWI/SNF complexes such that loss of SMARCB1, as occurs in RT, results in enhanced formation of residual BRD9-containing complexes. Mechanistically, it is disruption of the SMARCB1-BRD9 balance that results in the specific dependence upon BRD9 in RT.

We have previously shown that SWI/SNF complexes are enriched at active enhancers, and are directly involved in regulating enhancer activity. In this current study, we found that while BRD9 co-localizes with SMARCA4/SMARCC1 (Class II sites) at active enhancers, BRD9 also binds to regions that lack of SMARCA4/SMARCC1 (Class I sites), which are mostly at active promoters. By integrating BRD9 ChIP-seq and BRD9 deletion RNA-seq data, we found that BRD9 has both activating and repressing roles in regulating gene expressions, both at promoters and enhancers.

Our findings suggest BRD9 as a therapeutic target in RT. Relevant to this, a BRD9 bromodomain-specific inhibitor was earlier developed and shown to have efficacy in inhibiting leukemia cell proliferation^19^. However, we found that the bromodomain of BRD9 is dispensable for its role in maintaining the integrity of residual SWI/SNF complexes in RT. Instead we found that the previously uncharacterized DUF3512 domain is essential in this role. Consistent with this, we found that RT cells were insensitive to the BRD9 bromodomain inhibitors (Supplementary Fig. 8) suggesting that degradation of BRD9 would instead be required to have therapeutic benefit. As a BRD9 degradation molecule was recently reported^28,29^, it will be of great interest to test its efficacy in RT cancers.

## Methods

### Cell culture

G401, H1299, HCT116, and ES-2 cell lines were purchased from American Type Culture Collection (ATCC). BT16, TOV21G, TTC642, TTC709, and TTC549 cells were maintained in the lab. G401 and BT16 cells were cultured in DMEM with 10% FBS; ES-2 cells were cultured in McCoy’s with 10% FBS; HCT116, TTC549, TTC709, TTC642 cells were cultured in RPMI with 10% FBS. KP-MRT-RY was a kind gift from Yasumichi Kuwahara at the Kyoto Prefectural University of Medicine. Cell lines were Mycoplasma negative, and identities were validated by SNP fingerprinting to 96 SNPs by Fluidigm at the Broad Genomics Platform as described previously^30^. SMARCB1 inducible re-expression stable G401 cell line was maintained in media with Tet-System Approved FBS (CloneTech, Cat. #631106). To induce SMARCB1 re-expression, cells were treated with doxycycline (1 μg/ml, EMD Millipore) for indicated time. For shRNA-mediated knockdown, cells were transduced with lentiviral shRNAs and selected with puromycin for 72 h before seeding for proliferation or colony formation assays. Proliferation assays were conducted with either an MTT Cell Proliferation Kit (Roche Diagnostics, Cat. #11465007001) or CellTiter-Glo 2.0 (Promega, Cat. # G9242). Colony formation assays were conducted by staining cells for 20 min with crystal violet staining solution (0.05% crystal violet, 1% formaldehyde, 1% PBS, 1% methanol). shRNAs were obtained from the RNA interference (RNAi) screening core facility at the Dana-Farber Cancer Institute and cells were lentivirally infected and selected under puromycin for 72 h before seeding for proliferation assay. Cell lines were infected with lentiCas9-Blast and stable cell lines expressing Cas9 were selected and maintained under blasticidin; sgRNAs were cloned into lentiGuide-Puro, cells were infected and selected with puromycin. Cell proliferation assays were performed using Cell Proliferation Kit I—MTT (Roche, Cat. #11465007001) or CellTiterGlo 2.0 (Promega, Cat. #G9242).

CRISPR-Cas9 KO construct (SMARCB1) was purchased from Santa Cruz Biotechnology to make 293 T SMARCB1 knockout isogenic cell line.

### CRISPR-Cas9 Screen

Broad Institute’s GeCKOv2 library screen of 43 cancer cell lines, which included 8 RT lines were used for analysis. This library contained ~123,411 sgRNAs with an average of six sgRNAs per gene and 1000 negative control sgRNAs. CRISPR data from Project Achilles used in this manuscript can be downloaded from the Figshare repository (https://figshare.com/s/95d022c461d6d8e45670). These data contain gene dependency scores estimated for each gene and cell line using the CERES algorithm^29^.

### Co-immunoprecipitation and mass spectrometry

Nuclear extracts for co-immunoprecipitation were prepared using the NE-PER Nuclear and Cytoplasmic Extraction Kit (ThermoFisher Scientific, Cat. #78835). Nuclear extracts were diluted to bring down the salt concentration to 150 mM (with protease inhibitor cocktails, Roche). Each IP was rotated with antibodies overnight at 4 °C. Protein G Dynabeads (Life Technologies, Cat. #10009D) were added and rotated at 4 °C for 3 h. Beads were then washed three times with RIPA buffer and resuspended in reducing SDS gel loading buffer. Antibodies to the following proteins were used in the immunoprecipitation and immunoblots: BRD9 (Bethyl Laboratories: A303–781A; 1:3000 for WB); SMARCC1/BAF155 (Santa Cruz: sc9746; 1:3000 for WB); ARID1A (Santa Cruz: sc-32761 for immunoprecipitation; Cell Signaling Technology: 12354 for immunoblotting; 1:1000 for WB); SMARCA4/BRG1 (Santa Cruz: sc17796; 1:500 for WB); GLTSCR1 (Santa Cruz: sc-515086; 1:200 for WB); SMARCC2/BAF170 (Bethyl Laboratories: A301–039A; 1:3000 for WB); SMARCD1/BAF60A (Bethyl Laboratories: A301–595A; 1:3000 for WB); SMARCE1/ BAF57 (Bethyl Laboratories: A300–810A; 1:3000 for WB); SMARCB1/SNF5 (Bethyl Laboratories: A301–087A; 1:5000 for WB); ACTL6A/BAF53A (Bethyl Laboratories: A301–391A; 1:3000 for WB); PBRM1 (Bethyl Laboratories: A301–591A; 1:3000 for WB); HA-tag (Cell Signaling Technology, 3724; 1:3000 for WB); and ACTIN (Cell Signaling Technology: 5125; 1:3000 for WB). For mass spectrometry, equal amounts of nuclear extract were used for each IP. Samples after IP were separated on a NUPAGE 12% Bis-Tris gel, and stained with SimplyBlue SafeStain (Life Technologies). Per IP sample, the whole lane was cut and sent for protein identification at the Taplin Mass Spectrometry Facility at Harvard Medical School.

### Glycerol sedimentation assay

Briefly, cells were harvested at indicated time points, then lysed and homogenized in Buffer A (10 mM HEPES (pH 7.6), 25 mM KCl, 1 mM EDTA, 10% glycerol, 1 mM DTT, and protease inhibitors (complete tablets, Roche) supplemented with 1 mM PMSF) on ice. Nuclei were sedimented by centrifugation (1000× *g* for 10 min), resuspended in Buffer B (10 mM HEPES (pH 7.6), 3 mM MgCl2, 100 mM KCl, 0.1 mM EDTA, 10% glycerol, 1 mM DTT, and protease inhibitors), and further lysed by the addition of ammonium sulfate to a final concentration of 0.3 M. Soluble nuclear proteins were separated by the insoluble chromatin fraction by ultracentrifugation (100,000 × *g* for 20 min) and precipitated with 0.3 g/ml ammonium sulfate for 20 min on ice. Protein precipitate was isolated by ultracentrifugation (100,000 × *g* for 30 min) and resuspended in Buffer A without glycerol. 1 mg of nuclear extract was carefully overlaid onto a 12-ml 10–35% glycerol gradient prepared in a 14-ml 14 × 95 mm polyallomer centrifuge tube (Beckman Coulter, Cat. #331374). Tubes were placed in an SW-40 Ti swing bucket rotor and centrifuged at 4 °C for 16 h at 40,000 × r.p.m. Fractions (~0.6 ml) were collected and used in gel electrophoresis and subsequent western blotting analyses.

### BRD9 inhibitor treatment

Cells were plated and screened in 384-well format as described previously^30^. Briefly, cells were manually plated in white, opaque tissue-culture-treated plates (Corning) at 1000 cells/well. Compounds were tested over a 14-point concentration range (twofold dilution) in duplicate. Compounds were added (1:300 dilution) using a CyBi-Well Vario pin-transfer machine 24 h after plating, and sensitivity was measured using CellTiterGlo (Promega) 72 h after the addition of small molecules. BRD9 inhibitors were kindly provided by Manfred Koeg from Boehringer Ingelheim.

### ChIP-seq experiment

Cells were incubated with 1% formaldehyde for 10 min and subsequently quenched with glycine for 5 min. Cells were washed with PBS three times prior to nuclear extraction. Chromatin was fragmented the adaptive focused acoustics (AFA) technology developed by Covaris for the cell lines. Solubilized chromatin was immunoprecipitated with antibodies against HA-tag (Cell Signaling Technology: 3724; 10 µL per ChIP). Antibody-chromatin complexes were pulled down with Protein G-Dynabeads (Life Technologies), washed, and then eluted. After crosslinking reversal, RNase A, and proteinase K treatment, ChIP DNA was extracted with the Min-Elute PCR purification kit (Qiagen). ChIP DNA was quantified with Qubit dsDNA Assay Kit (Life Technologies). A volume of 5 ng of ChIP DNA per sample was used to prepare sequencing libraries using NEBNext Ultra II RNA Library Prep Kit (New England Biolabs, E7645), and were sequenced with the Nextseq Illumina genome analyzer. Two biological replicates of HA-BRD9 ChIP-Seq were performed in G401 cells.

### Public ChIP-seq data sets

SMARCA4, SMARCC1, H3K27Ac, and H3K4me3 ChIP-seq data from G401 cell were obtained from GSM1835876, GSM1835877, GSM1835878, GSM1835879, GSM1835880, respectively^10^.

### ChIP-seq data analysis pipeline

ChIP-seq data sets were aligned to human genome hg19 using Bowtie^31^ with –m 1–best. We used SPP package^32^ in R to identify the ChIP-seq enriched regions. Parameters window.size = 500, z.thr = 4, and matching input data for each sample were used while peak calling. Peaks genomic distribution was calculated via CEAS software (X. Shirley Liu laboratory), and the sequencing depth normalized ChIP signal was visualized via IGV browser tracks (Fig. 4d, Supplementary Fig. 5).

### Motif analysis

MDSeqPos (X. Shirley Liu laboratory) was applied to identify binding motifs based on BRD9 and BRG1 class I, class II, and class III peaks. All binding sites were trimmed or extended to 600 bp and centered at the center of the peak regions. Motifs with *z*-score < = −10 in at least one class were collected, the enrichment significance in each class were shown in Fig. 4e. Values shown in Fig. 4e are negative z-score output from MDSeqPos, the higher the value, the more significant the motif enriched, value = 0 represents the lack of enrichment.

### RNA-seq experiment

For RNA-Seq, total RNA was extracted using Trizol reagent (Invitrogen) and further purified using RNeasy MinElute Cleanup Kit (Qiagen). A volume of 1 μg of total RNA was used to make the RNA-Seq library using NEBNext Ultra RNA Library Prep Kit (New England Biolabs, E7530) and sequenced with the NextSeq Illumina genome analyzer. Each sample has two biological replicates.

### RNA-seq data analysis

RNA-seq data sets were aligned to human genome hg19 using STAR^33^ with ENCODE standard options. RSEM^34^ was used to do the transcript quantification, and differential expression analysis were performed with DESeq2^35^.

### Selected peaks activating and repressive function analysis

We used binding and expression target analysis pipeline^27^ with parameter–da 500 to predict different classes of peaks’ activating and repressive function. Regulatory potential for each gene was calculated as $$S_g = \mathop {\sum }\nolimits_{i = 1}^k e^{ - (0.5 + 4\Delta _i)}$$. All peaks (*k*) near the transcription start site (TSS) of the gene (*g*) within a 100 kb are considered. ∆ is the exact distance between a binding site and the TSS proportional to 100 kb (∆ = 0.1 means the exact distance = 10 kb). *P*-values listed in the top left were calculated by Kolmogorov–Smirnov test to measure the significance of the upregulated genes group or downregulated genes group relative to static genes group.

### Gene ontology analysis

BRD9 target genes that predicted by BETA in class I and class II were used to do the gene ontology (GO) analysis. DAVID^36^ was performed to do the GO enrichment. GO terms with *P*-value <= 1e-3 in either class I target genes or class II target genes were collected and shown in Fig. 5f.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

A reporting summary for this Article is available as a Supplementary Information file. RNA-seq and ChIP-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE120235. The complete mass spectrometry files for BRD9-interacting proteins are provided in a Source Data file. The source data underlying Figs. 2E, 2F, 3B, 3C, 3D, and 3E are provided in Supplementary Information. All other data are available from the corresponding author upon reasonable request.

# Supplementary material for: BRD9 defines a SWI/SNF sub-complex and constitutes a specific vulnerability in malignant rhabdoid tumors
**Source:** Nat Commun. 2019 Apr 23;10:1881. doi: 10.1038/s41467-019-09891-7
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

SMARCA4, SMARCC1, H3K27Ac, and H3K4me3 ChIP-seq data from G401 cell were obtained from GSM1835876, GSM1835877, GSM1835878, GSM1835879, GSM1835880 respectively

Data analysis

ChIP-seq data sets were aligned to human genome hg19 using Bowtie, SPP package in R was used to identify the ChIP-seq enriched regions. Peaks genomic distribution was calculated via CEAS (<http://liulab.dfci.harvard.edu/CEAS/>) software. Motif finding was performed by MDSeqpos (<https://bitbucket.org/cistrome/cistrome-applications-harvard/src/c477732c5c88/mdseqpos/>) from Shirley Liu's lab. RNA-seq data sets were aligned to human genome hg19 using STAR. RSEM was used to do the transcript quantification, and differential expression analysis were performed with DESeq2.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All raw and processed data are available in the GEO SuperSeries GSE120235. BRD9 defines a novel SWI/SNF sub-complex and constitutes a specific vulnerability in malignant rhabdoid tumors. Reviewers can access these data via secure token: wrqpyigqdxofxsb

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Experiments were performed as two replicates to ensure biological reproducibility. No power analysis was initially performed to determine the required sample size |
| Data exclusions | No data were excluded from analysis                                                                                                                                |
| Replication     | experimental findings were reliably reproduced                                                                                                                     |
| Randomization   | No randomization was performed. Our study involved the characterization of known cancer cell lines, so randomization is not possible                               |
| Blinding        | The investigators were not blinded to analysis of data from cell lines. No animal or human subjects were used.                                                     |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                          |                                                           |
|--------------------------|-----------------------------------------------------------|
| n/a                      | Involved in the study                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Unique biological materials      |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input type="checkbox"/> | <input type="checkbox"/> Human research participants      |

### Methods

|                          |                                                 |
|--------------------------|-------------------------------------------------|
| n/a                      | Involved in the study                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Unique biological materials

Policy information about [availability of materials](#)

Obtaining unique materials *Describe any restrictions on the availability of unique materials OR confirm that all unique materials used are readily available from the authors or from standard commercial sources (and specify these sources).*

## Antibodies

Antibodies used BRD9 (Bethyl Laboratories: A303-781A); SMARCC1/BAF155 (Santa Cruz: sc9746); ARID1A (Santa Cruz: sc-32761 for immunoprecipitation; Cell Signaling Technology: 12354 for immunoblotting); SMARCA4/BRG1 (Santa Cruz: sc17796); GLTSCR1 (Santa Cruz: sc-515086); SMARCC2/BAF170 (Bethyl Laboratories: A301-039A); SMARCD1/BAF60A (Bethyl Laboratories: A301-595A); SMARCE1/BAF57 (Bethyl Laboratories: A300-810A); SMARCB1/SNF5 (Bethyl Laboratories: A301-087A); ACTL6A/

BAF53A (Bethyl Laboratories: A301-391A); PBRM1 (Bethyl Laboratories: A301-591A); HA-tag (Cell Signaling Technology, 3724); ACTIN (Cell Signaling Technology: 5125)

Validation

All commercially obtained antibodies were used according to manufacturer's instructions.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

G401, H1299, HCT116 and ES-2 cell lines were purchased from American Type Culture Collection (ATCC). BT16, TOV21G, TTC709, TTC642 and TTC549 cells were maintained in the lab. KP-MRT-RY was a kind gift from Yasumichi Kuwahara at the Kyoto Prefectural University of Medicine.

Authentication

The identities of the cell lines were validated by SNP fingerprinting as described previously (Rees et al., Nat. Chem. Biol. (2016). doi:10.1038/nchembio.1986).

Mycoplasma contamination

Cell lines were tested for Mycoplasma negative (Rees et al., Nat. Chem. Biol. (2016). doi:10.1038/nchembio.1986).

Commonly misidentified lines  
(See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

## Palaeontology

Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).

Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

For laboratory animals, report species, strain, sex and age OR state that the study did not involve laboratory animals.

Wild animals

Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.

Field-collected samples

For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

## ChIP-seq

Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120235>

Files in database submission

GSM3396517 G401\_BRD9KO\_rep1

## Files in database submission

GSM3396518 G401\_BRD9KO\_rep2  
 GSM3396519 G401\_LacZ\_rep1  
 GSM3396520 G401\_LacZ\_rep2  
 GSM3396521 G401\_HAIP\_BRD9\_rep1  
 GSM3396522 G401\_HAIP\_BRD9\_rep2  
 GSM3396523 G401\_HAIP\_Input\_rep1  
 GSM3396524 G401\_BRD9KO\_H3K27Ac\_rep1  
 GSM3396525 G401\_BRD9KO\_H3K27Ac\_rep2  
 GSM3396526 G401\_BRD9KO\_H3K4me3\_rep1  
 GSM3396527 G401\_BRD9KO\_Input\_rep1  
 GSM3396528 G401\_control\_H3K27Ac\_rep1  
 GSM3396529 G401\_control\_H3K27Ac\_rep2  
 GSM3396530 G401\_control\_H3K4me3\_rep1  
 GSM3396531 G401\_control\_Input\_rep1

Genome browser session  
(e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

## Replicates

BRD9: 2 reps; H3K27Ac BRD9KO: 2 reps; H2K27Ac Control: 2 reps; H3K4me3 BRD9KO: 1 rep; H3K4me3 Control: 1 rep; Input: 2 reps

## Sequencing depth

Total Read: BRD9\_rep1: 5,091,779, BRD9\_rep1: 40,486,409, H3K27Ac\_BRD9KO\_rep1: 22,173,570, H3K27Ac\_BRD9KO\_rep2: 18,399,544, H3K4me3\_BRD9KO\_rep1: 21,410,342, H3K27Ac\_Control\_rep1: 23,222,077, H3K27Ac\_Control\_rep2: 29,481,289, H3K4me3\_Control\_rep1: 20,907,367  
 Mapped Reads: BRD9\_rep1: 4,337,395, BRD9\_rep1: 34,503,090, H3K27Ac\_BRD9KO\_rep1: 19,301,317, H3K27Ac\_BRD9KO\_rep2: 15,800,306, H3K4me3\_BRD9KO\_rep1: 18,449,648, H3K27Ac\_Control\_rep1: 19,956,251, H3K27Ac\_Control\_rep2: 25,321,909, H3K4me3\_Control\_rep1: 18,162,954  
 Read length: 75bp singled-end sequencing

## Antibodies

HA-tag (Cell Signaling Technology: 3724); H3K27Ac (Cell Signaling Technology: 8173) H3K4me3 (Cell Signaling Technology: 9751)

## Peak calling parameters

Mapping parameter: -m 1 --best in Bowtie  
 Peak calling parameters: window.size=500, z.thr=4 in SPP

## Data quality

FastQC was performed to do the sequencing data quality control.  
 BRD9 Peaks: 13,476 (cutoff of z.thr=5 used here, z.thr is the Z-score corresponding to the Poisson ratio threshold used to flag significantly) enriched windows.  
 H3K27Ac\_BRD9KO\_peaks: 24,713 (z.thr=4), H3K27Ac\_Control peaks: 20,639 (z.thr=4)  
 H3K4me3\_BRD9KO peaks: 15,435 (z.thr=4), H3K4me3\_Control peaks: 14,281 (z.thr=4)

## Software

Peaks genomic distribution was calculated via CEAS (<http://liulab.dfci.harvard.edu/CEAS/>) software. Motif finding was performed by MDSeqpos (<https://bitbucket.org/cistrome/cistrome-applications-harvard/src/c47732c5c88/mdseqpos/>) from Shirley Liu's lab.

## Flow Cytometry

## Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

## Instrument

*Identify the instrument used for data collection, specifying make and model number.*

## Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

## Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

## Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

## Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

## Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

## Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ BothStatistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

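RNA sequencing libraries of the BRD9 deletion time course in the rhabdoid tumor cell line G401 were examined: BRD9 KO and LacZ control cells on days 1, 2, 3 and 5, with 2 libraries per group, 8 groups and 16 libraries. The authors extracted total RNA, made libraries with NEBNext Ultra kit E7530, aligned the reads to hg19 with STAR under ENCODE standard options, quantified genes with RSEM and tested differential expression with DESeq2. The paper's text gives no tool versions, no design or threshold for DESeq2, and no day from which the deletion is counted. The files hold RSEM's gene tables with 57820 genes each. The unit used is the expected count that the authors' RSEM runs gave, an estimate of the number of reads per gene in which 35.7% of the values above 0 are not whole numbers; rounding changed no library total by more than 90.1. The authors' RSEM runs also gave TPM, the expected count scaled by transcript length and library total, and it served as an alternative.

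The library totals were 9185808 to 16560669 in BRD9 KO and 11252814 to 15430060 in LacZ libraries. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 15027 genes. Counts were normalized by TMM and fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3 with a mean per group. Contrasts were BRD9 KO minus LacZ on each day, the mean over days 1 and 2 (early), the mean over days 3 and 5 (late), late minus early, an F-test for any difference of the effect between days, and LacZ day 5 minus LacZ day 1. A gene was called at an adjusted p (Benjamini-Hochberg over the genes tested) under 0.05. The fit left 8 residual degrees of freedom and the common biological coefficient of variation was 0.023. Between the 2 libraries of a pair the median spread over genes with at least 100 counts was 1.12 to 1.33 times counting noise, so differences of a few percent can pass the test in abundant genes. Replicate numbers were not taken as pairs: residuals of BRD9 KO and LacZ libraries with the same number correlated at -0.0123, -0.0489, -0.0245 and -0.0176 on the 4 days over all genes, and at -0.0435, -0.118, 0.101 and 0.177 over the 6273 genes with a log2 CPM over 5, so no sign was shared by the days among the abundant genes. Coordinates were matched for 14554 of the tested genes and are on GRCh37.

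There were 30 gene lists written by hand and 2 pooled lists. They cover histone chaperones and replacement histones, replication-dependent histones (both pooled as nucleosome assembly), gene silencing, SWI/SNF subunits, heart and muscle, kidney, neural, skeletal and matrix development, HOX genes and developmental signalling (pooled as development), apoptosis, p53 targets, G2/M and S phase, ribosomal proteins, ribosome biogenesis and MYC targets, translation factors, integrated stress and unfolded protein response, hypoxia and glycolysis, NRF2 genes, cholesterol synthesis, NF-kB and inflammatory genes, immediate-early genes, interferon-stimulated genes, actin cytoskeleton, epithelial, endothelial and blood markers, mitochondrially encoded genes and the genes around BRD9. Gene Ontology tables were not used. Lists were tested by one-sided Fisher's exact test among the called genes and by limma's camera (version 3.58.1) with a preset correlation of 0.01 and again with an estimated correlation, each adjusted over the 32 lists of a contrast.

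The genes named were set by a rule: BRD9 in every library; genes the paper names and SWI/SNF subunits; in each contrast the 12 highest and 12 lowest log2 fold changes among called genes with a mean log2 CPM of at least 1 and, except for late minus early, both BRD9 KO libraries beyond both LacZ libraries of each day; in each list up to 6 called members with the smallest p per direction and up to 2 uncalled; and in the lists behind the paper's statements the most abundant member in LacZ cells. TRIP13 and the genes called in opposite directions in the 2 periods were also named.

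Alternatives were an added threshold of 1 on the absolute log2 fold change, no filter on low counts, a stricter filter of 1 CPM, DESeq2's size factors in edgeR, DESeq2 1.42.0, limma-trend on log2 of TPM with a pseudocount of 1, only the libraries of a contrast, replicate number as a block within days or across days, each library left out in turn, higher and lower genes taken separately for the lists, all libraries thinned to the smallest total, and the SWI/SNF list with BRD9 left out, the last 2 chosen after seeing the data. The pipeline was tested on simulated data in which 200 of 15027 genes were changed: at a fold of 2 edgeR found 65.2% to 80.3% of the changed genes over the contrasts, called 2 to 10 of the 14827 unchanged genes. Lists were simulated for days 3 and 5 together only, where 0 of 30 lists of 50 unchanged genes were called. In that contrast 9 of the 14827 unchanged genes were called, so such lists could hardly be enriched. The result does not bear on false list calls in the real late contrast, where 3230 genes were called. Tables were read with Python 3.11.15 and pandas 2.3.3 and drawn with matplotlib 3.10.9. Outliers within a group were not tested, since each group holds 2 libraries. ChIP-seq and other experiments of the paper were left out, since they have no samples among the files used here.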

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

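The weighing of mitochondrial transcripts by a shared shift, the tests of the chromosome end on days 1 and 3, the thinning of libraries, the SWI/SNF list with BRD9 left out, and the choice of TRIP13 and of the genes with opposite directions were made only after the results were seen.

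The effect of BRD9 deletion differed between the late and the early days in 1117 genes, and between any days in 831. Fitted alone with day as a term, the libraries of days 1 and 2 gave 225 genes in the real split (1 of 34 splits reached this, highest other 2). Those of days 3 and 5 gave 2857 (1 of 34, highest other 0). Some of the 34 splits are unbalanced over the days, unlike the real one. The balanced splits are too few for a share under 0.05, so the splits do not exclude chance as the source of either count. They also assume independent libraries, which fails if the 2 replicates of a group came from 1 culture. The 3 ways to divide the days are too few for a share under 0.05 as well. The real one gave 1117 (1 of 3) against 178 for the highest other. A difference in depth is argued against, since with every library thinned to the smallest total the late count was still 7.54 times the early one. Drift of the LacZ cells alone is argued against, since in 79.7% of the 1117 genes the BRD9 KO libraries moved further between the periods than the LacZ libraries. A progressive effect of BRD9 loss on its targets, and effects of the first changes on other genes, both stay open and were not tested. The only control guide, against LacZ, has no target in human cells. Effects of cutting by the BRD9 guide can therefore not be separated from loss of BRD9, and stay open too.

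TRIP13, whose start lies next to that of BRD9, was lower in the BRD9 KO libraries on day 1 (48.9 and 48.8 CPM against 63.1 and 64.7), on day 3 (log2 fold change -0.19, adjusted p = 0.0062 from edgeR, but 0.0778 without BRD9 KO day 3 replicate 2 and 0.055 without LacZ day 3 replicate 1) and over both late days (-0.0963, adjusted p = 0.0295, lost without BRD9 KO day 3 replicate 2 (0.124), BRD9 KO day 5 replicate 1 (0.0577) and 2 (0.0727), LacZ day 3 replicate 1 (0.0829) and LacZ day 5 replicate 1 (0.0766) and 2 (0.0647)), and was level with the control on day 5; its late minus early log2 fold change was 0.1685 (adjusted p = 0.0282 from edgeR), a call lost without 10 of the 16 libraries in turn: BRD9 KO day 1 replicate 1 (0.0514) and 2 (0.0771), BRD9 KO day 2 replicate 2 (0.0666), BRD9 KO day 3 replicate 1 (0.0951), BRD9 KO day 5 replicate 2 (0.0586), LacZ day 1 replicate 2 (0.0716), LacZ day 2 replicate 2 (0.0692), LacZ day 3 replicate 2 (0.06) and LacZ day 5 replicate 1 (0.0537) and 2 (0.0539). Reads shared with BRD9 are argued against, since RSEM's uncertainty of the TRIP13 count was 0.833% of the difference between the groups on day 1. TRIP13 lies on the centromere side of BRD9, so a loss of the end of chromosome 5p would have to reach past it and lower the genes between BRD9 and the telomere as well; this is argued against for day 1, when these had a median log2 fold change of -0.104 (standard error 0.049) against -0.39 for TRIP13, and stays open for day 3 (-0.161, standard error 0.06, against -0.19), while the median of -0.028 on day 5 decides nothing, with TRIP13 at the control level. A slower cell cycle is argued against for day 1 only, since the G2/M list had a median of -0.0183 and was not called lower; it stays open for day 3, when the list had a median of -0.177 and was lower by camera (adjusted p = 1.76e-19). A candidate explanation that stays open and untested is an effect of the break at BRD9 on the promoter region beside it.

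The mitochondrially encoded mRNAs were higher in the early BRD9 KO libraries (camera, adjusted p = 1.46e-54), with the 13 mRNAs and 2 rRNAs all higher on day 2, by 0.113 to 0.284 on the log2 scale. This p-value rests on a preset correlation of 0.01 between genes and can overstate the evidence where transcripts move together. The mitochondrial share on day 2 was 5.962% and 5.996% in BRD9 KO and 5.289% and 5.26% in LacZ libraries. On day 1 only MT-ND5 and MT-ATP6 were called (adjusted p = 0.0164 and 0.0486 from edgeR). A single shift of the mitochondrial share in library preparation is argued against for day 2, since the 15 fold changes differed beyond their errors (Cochran's Q, n = 15 transcripts, p = 1.67e-13). Day 1 was not tested in this way, and a single shift stays open there. Its log2 fold changes ran from 0.037 for MT-RNR1 (standard error 0.026) to 0.099 for MT-ND3 (standard error 0.025). Loss of long transcripts by degradation in the BRD9 KO libraries is argued against, since it would give a negative correlation of log2 fold change and length. The correlation was 0.146 on day 1 and 0.0918 on day 2 (Spearman, across nuclear genes, which are not independent replicates). It was also positive on days 3 and 5 (0.117 and 0.0697). Whether this trend bears on the lists called lower was not tested. A change of mitochondrial transcription or RNA stability after BRD9 loss, and a technical difference that acts unevenly on these transcripts, may both be at work and stay open.

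In tests of the difference between the periods, camera placed these lists higher late than early: epithelial markers (adjusted p = 1.97e-13), immediate-early genes (adjusted p = 3.13e-11), NF-kB genes (adjusted p = 8.06e-08), developmental signalling (adjusted p = 0.000615), skeletal and matrix genes (adjusted p = 0.000615), actin genes (adjusted p = 0.00204) and pooled development (adjusted p = 0.012). Interferon-stimulated genes were also higher late (adjusted p = 0.0407, but adjusted p = 0.0655 with an estimated correlation), a call lost without BRD9 KO day 1 replicate 1 (0.0556), BRD9 KO day 2 replicate 1 (0.0642), BRD9 KO day 5 replicate 2 (0.0643), LacZ day 1 replicate 1 (0.0621), LacZ day 2 replicate 2 (0.0538), LacZ day 3 replicate 1 (0.0566) or LacZ day 5 replicate 1 (0.0559). Lower late than early were mitochondrially encoded mRNAs (adjusted p = 1.13e-24), G2/M genes (adjusted p = 3.05e-18), endothelial markers (adjusted p = 2.65e-08), S phase genes (adjusted p = 3.42e-07), histone chaperones and replacement histones (adjusted p = 0.000195) and ribosomal proteins (adjusted p = 1.71e-06, but adjusted p = 0.343 with an estimated correlation); apart from interferon-stimulated genes and ribosomal proteins, these calls also held with an estimated correlation. In 10 genes edgeR called opposite directions early and late, with late minus early log2 fold changes of 0.14 for ACTG1, 0.1848 for ADAMTS1, -0.2083 for CREG1, -0.1218 for FGF5, -0.1809 for LEMD3, 0.2685 for MGAT2, -0.1999 for MT-CO1, -0.135 for MT-CO2, -0.1355 for MT-CO3 and -0.5221 for SBF2-AS1, an antisense RNA whose reads cannot be told from those of the opposite strand. The call of the difference held for each of the 10 without any 1 of the 16 libraries. The calls within each period held in this way for ACTG1, CREG1 and MT-CO1, while those of the other genes were lost without some of the 8 libraries of the period: the early call of LEMD3 without 8, SBF2-AS1 without 7, ADAMTS1 without 6, MGAT2 without 5 and FGF5 without 1 (BRD9 KO day 2 replicate 1, adjusted p = 0.0581), and the late call of LEMD3 without 8, FGF5 without 6, MT-CO2 without 5, MGAT2 without 4 and MT-CO3 without 3.

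Lists other than those the paper names for the time course also moved. Its introduction does name translation among the expression changes after BRD9 loss. Early, camera placed p53 targets higher than other genes (adjusted p = 8.8e-09), and actin genes (adjusted p = 1.31e-07), stress response genes (adjusted p = 1.85e-07) and endothelial markers (adjusted p = 9.63e-06) lower. Early calls that ended with an estimated correlation were ribosomal proteins, lower (adjusted p = 0.000697, adjusted p = 0.475 with an estimated correlation; 0.0532 without BRD9 KO day 1 replicate 1), epithelial markers, higher although their mean log2 fold change was -0.011 (adjusted p = 0.00633, adjusted p = 0.0584 with an estimated correlation; 0.0536 without LacZ day 2 replicate 1), and the genes around BRD9, lower (adjusted p = 0.0147, adjusted p = 0.0584 with an estimated correlation). Hypoxia genes were lower (adjusted p = 0.0295, adjusted p = 0.0937 with an estimated correlation), and the call was lost without BRD9 KO day 1 replicate 2 (0.138), LacZ day 1 replicate 2 (0.063), BRD9 KO day 2 replicate 1 (0.11) or LacZ day 2 replicate 1 (0.0811). NRF2 genes were lower (adjusted p = 0.0295, adjusted p = 0.222 with an estimated correlation), and the call was lost without BRD9 KO day 1 replicate 1 (0.119), LacZ day 1 replicate 2 (0.103), BRD9 KO day 2 replicate 1 (0.109) or LacZ day 2 replicate 1 (0.0509). Ribosome biogenesis and MYC targets were lower (adjusted p = 0.0295, adjusted p = 0.272 with an estimated correlation), and the call was lost without BRD9 KO day 1 replicate 1 (0.0625), LacZ day 1 replicate 2 (0.109), BRD9 KO day 2 replicate 1 (0.0556) or LacZ day 2 replicate 1 (0.0684). SWI/SNF subunits were called lower because the list holds BRD9, since with BRD9 left out neither call remained (adjusted p = 0.893 early and 0.576 late): with it they were lower early (adjusted p = 0.00569; 0.0604 without BRD9 KO day 1 replicate 2), with a median log2 fold change of 0.0042, and late (adjusted p = 0.0406, adjusted p = 0.061 with an estimated correlation; 0.0528 without LacZ day 3 replicate 1 and 0.0506 without LacZ day 5 replicate 1). Late, epithelial markers (adjusted p = 2.37e-15), NF-kB genes (adjusted p = 4.26e-08), immediate-early genes (adjusted p = 3.93e-08), p53 targets (adjusted p = 0.0057) and interferon-stimulated genes (adjusted p = 0.0267) were higher by camera. G2/M genes (adjusted p = 2.37e-15), endothelial markers (adjusted p = 5.46e-11), S phase genes (adjusted p = 6.79e-06), stress response genes (adjusted p = 3.24e-05) and ribosomal proteins (adjusted p = 1.78e-09, but adjusted p = 0.224 with an estimated correlation) were lower late.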

How the results depend on the processing

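The thinning of libraries and the SWI/SNF list with BRD9 left out were chosen after seeing the data; the other alternatives were fixed earlier. The cause of a changed value was not tested, except where the alternative itself leaves fewer genes, libraries or reads.

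DESeq2's size factors in edgeR kept every count within 1.5 times its value. Replicate numbers were not taken as pairs, and as a block within days they gave adjusted p = 0.055 for apoptosis late and 0.098 for kidney late. An absolute log2 fold change of at least 1 left 6, 16, 73 and 152 genes on days 1, 2, 3 and 5, 15 early, 129 late, 39 between the periods, 63 between any days and 135 between LacZ days 5 and 1, and ended the excess of histone chaperones, pooled nucleosome assembly, apoptosis, heart, kidney, neural, skeletal, HOX and developmental signalling genes (adjusted p = 1 each) and of pooled development (0.865). No filter on low counts (31530 genes) gave 290 genes on day 1, 1459 between any days, 0.139 for kidney, a call of apoptosis between the periods by camera (0.0465), and Pearson correlations across genes of 0.024 for days 2 and 3 and 0.0333 for days 3 and 5. Only the libraries of the contrast gave 45 genes on day 1, 0.0662 for apoptosis, 0.105 for kidney and 0.0826 for HOX. The stricter filter gave 0.0846, 0.203 and 0.0736 for these lists and correlations of 0.196 (days 1 and 2), 0.228 (days 2 and 5) and 0.348 (days 3 and 5). DESeq2 gave 893 genes on day 3, 1339 on day 5, 1973 late, 631 between the periods and 2393 between LacZ days, and 0.0526 for apoptosis, 0.087 for kidney and 0.445 for HOX. Limma-trend on log2 TPM gave 11, 103, 412 and 994 genes on the 4 days, 132 early, 1534 late, 317 between the periods, 208 between any days and 1811 between LacZ days, 0.816 for histone chaperones, 0.987 for pooled nucleosome assembly, 0.212 for HOX and a correlation of 0.297 for days 3 and 5; it reversed the log2 fold change of RAI14, day 1 (-0.00336), MDM2, day 2 (-0.0567) and FGF5, day 5 (0.00872). Thinned libraries gave 45, 239 and 1023 genes on days 1, 2 and 3, 327 early, 698 between the periods and 548 between any days. Called higher genes alone gave 0.388 for histone chaperones, 0.668 for pooled nucleosome assembly and 1 for HOX; called lower genes alone gave 0.773 for apoptosis, kidney and developmental signalling, 0.439 for heart and 0.445 for neural.

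Leaving out 1 library in turn gave 14 to 33 genes on day 1 (20 and 33 without BRD9 KO replicates 1 and 2, 14 and 17 without LacZ replicates 1 and 2), 205 to 264 on day 2 (205, 264, 212 and 214 in that order), 869 to 1055 on day 3 (869 without BRD9 KO replicate 1, 892 and 951 without LacZ replicates 1 and 2), 1464 to 1637 on day 5 (1464 without LacZ replicate 1), 324 to 443 early (324 without BRD9 KO day 2 replicate 1), 2571 to 2895 late, 845 to 987 between the periods, 623 to 820 between any days and 2608 to 2836 between LacZ days. The lists ranged from 0.00323 to 0.105 for pooled nucleosome assembly early (lost without 5 libraries: BRD9 KO day 1 replicate 2, both LacZ day 1 libraries, BRD9 KO day 2 replicate 1 and LacZ day 2 replicate 2, at 0.0825, 0.0957, 0.105, 0.0801 and 0.0974), 0.0206 to 0.392 for HOX late (lost without BRD9 KO day 3 replicate 1 at 0.102, LacZ day 3 replicate 1 at 0.0621, BRD9 KO day 5 replicates 1 and 2 at 0.0814 and 0.137 and LacZ day 5 replicates 1 and 2 at 0.392 and 0.14), 0.000568 to 0.0956 for apoptosis late (0.0956 without BRD9 KO day 3 replicate 2) and 0.0164 to 0.139 for kidney late (lost without BRD9 KO day 3 replicate 2 at 0.0719, BRD9 KO day 5 replicates 1 and 2 at 0.0645 and 0.0524 and LacZ day 5 replicates 1 and 2 at 0.139 and 0.0529). The correlation of days 2 and 3 ranged from 0.0698 (without LacZ day 3 replicate 2) to 0.134. The other ranges were 0.0114 to 0.105 (days 1 and 2), -0.0635 to 0.0384 (days 1 and 3) and 0.0173 to 0.132 (days 1 and 5). For days 2 and 5 the range was 0.0321 to 0.14, and for days 3 and 5 it was 0.0934 to 0.207. A group left with 1 library is assumed to vary like the other groups. At this depth a gene can change without being called: in the simulation 71.6% of genes changed by 1.5-fold and 69.7% of those changed by 2-fold were found on day 1. Recovery was not split by the level of counts.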

Differences from the paper's values

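The paper's text gives no number for this time course that can be set beside a value here, and it states no threshold for the gene sets of the time course. The lists used here were written before the data were examined and are not the paper's gene sets, so the values below compare themes and not the same sets.

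The paper lists gene silencing among the gene sets enriched at days 1 and 2. Here 2 of 64 measured genes were called early (Fisher's exact test, adjusted p = 0.748), and none of the settings run reached an adjusted p under 0.05; the lowest was 0.244, with no filter on low counts. The paper lists nucleosome assembly as well, and the pooled list here was enriched early (adjusted p = 0.00583) through histone chaperones and replacement histones (adjusted p = 0.000153). The excess of the pooled list was lost without BRD9 KO day 1 replicate 2 (0.0825), LacZ day 1 replicate 1 (0.0957) or 2 (0.105), BRD9 KO day 2 replicate 1 (0.0801) or LacZ day 2 replicate 2 (0.0974), and on limma-trend with log2 TPM (0.987). The pooled list was also enriched late (Fisher's exact test, adjusted p = 0.00472; 0.0621 without LacZ day 3 replicate 1 and 0.212 on limma-trend), and the difference between the periods was not (adjusted p = 0.248, and under 0.05 with histones summed by family). Of 34 replication-dependent histones edgeR called 0 early (1 at an unadjusted p under 0.05), as did limma-trend and DESeq2, and 1 was called with no filter and 1 with only the early libraries. Many listed genes of this kind were too low to test, and how fully the libraries capture such mRNAs is not known. This limits what the lack of calls can say about nucleosome assembly.

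The paper places gene sets of development and differentiation at the later days. Here pooled development was enriched late (adjusted p = 8.56e-17), and it was also enriched early (adjusted p = 0.000118). With an absolute log2 fold change of at least 1 neither the late nor the early excess was reached (adjusted p = 1 early). The early excess was also not reached among higher genes alone (adjusted p = 0.107) and on limma-trend with log2 TPM (adjusted p = 0.987). The difference between the periods was enriched in these genes too (adjusted p = 7.98e-15). Apoptosis, which the paper also places at the later days, was enriched late (adjusted p = 0.0404) and was not called early (adjusted p = 0.0667), while 0.0376 was reached early with no filter on low counts. The test of the difference between the periods did not pass for apoptosis (Fisher's exact test, adjusted p = 0.101; camera, adjusted p = 0.249). It passed with no filter on low counts (0.0223, and 0.0465 by camera), and by Fisher's exact test without BRD9 KO day 1 replicate 1 (0.0405), BRD9 KO day 3 replicate 2 (0.0174), BRD9 KO day 5 replicate 1 (0.0326), LacZ day 1 replicate 2 (0.0388), LacZ day 2 replicate 1 (0.0233), LacZ day 3 replicate 2 (0.0388) or LacZ day 5 replicate 1 (0.0381). The late excess of apoptosis was lost in some settings, with DESeq2 (0.0526), only the late libraries (0.0662), the stricter filter (0.0846) and replicate blocks within days (0.055) among them, and without BRD9 KO day 3 replicate 2 (0.0956).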

Other observations

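Genes of the cell cycle were lower in late BRD9 KO cells than in late LacZ cells. Of 54 G2/M genes 40 were lower (46 when adjusted over the list alone) and of 43 S phase genes 25 (31 when adjusted over the list alone), by Fisher's exact test at adjusted p = 2.17e-15 and 8.5e-07 (0.555 for S phase on limma-trend with log2 TPM). TOP2A, the topoisomerase of dividing cells, fell by 0.22 (standard error 0.015, adjusted p = 5.07e-09 from edgeR's quasi-likelihood test) and SMC4, a condensin subunit, by 0.22. Of 79 ribosomal protein genes 51 were lower (57 when adjusted over the list alone), among them RPLP0, by 0.11; camera called the list lower (adjusted p = 1.78e-09), but not with an estimated correlation (adjusted p = 0.224). In the early period 1 G2/M gene and 4 ribosomal protein genes were called, all lower (1 and 4 when adjusted over the lists alone). NF-kB and immediate-early genes went up late, with 12 of 20 higher and 1 lower (12 and 2 when adjusted over the list alone) and 14 of 31 higher and 2 lower (19 and 2). NFKB2 rose by 0.35, RELB by 0.46, KLF6 by 0.40 and DUSP1 by 0.33. Of 42 p53 targets 10 were higher and 1 lower early (12 and 1 when adjusted over the list alone; Fisher's exact test, adjusted p = 8.54e-07), with RPS27L at 0.21, and 12 were higher late (13 when adjusted over the list alone), with TP53I3 at 0.28. The late share did not pass Fisher's exact test (adjusted p = 0.254), but did among higher genes alone (0.00456), on limma-trend (0.0445), with no filter on low counts (under 0.05) and without BRD9 KO day 3 replicate 1 (0.0159), LacZ day 3 replicate 2 (0.0452) or LacZ day 5 replicate 2 (0.0245).

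Stress and metabolic genes changed as well. In the integrated stress and unfolded protein response 7 of 48 were lower early (1 higher and 16 lower when adjusted over the list alone) and 4 higher and 21 lower late (4 and 21; Fisher's exact test, adjusted p = 1.21e-05). NUPR1, a stress-induced regulator, fell from 76.1 to 32.5 CPM late (log2 fold change -1.19, standard error 0.041, adjusted p = 2.14e-13 from edgeR), DDIT4, an inhibitor of mTOR signalling, fell by 0.20 early and 0.50 late, and the chaperone gene HSPA5 fell by 0.11 and 0.15. Hypoxia and glycolysis genes had 2 higher and 8 lower of 36 early (4 and 12 when adjusted over the list alone) and 10 higher and 8 lower late (11 and 9); the glucose transporter gene SLC2A1 fell by 0.37 and BHLHE40 rose by 0.40. Actin genes had 1 higher and 12 lower of 56 early (3 and 15 when adjusted over the list alone) and 19 higher and 14 lower late (23 and 15), with ACTB at -0.12 and -0.13, FLNA at -0.14 and -0.27, and VCL at 0.14 late. Interferon-stimulated genes had 6 higher and 2 lower of 32 late (9 and 2 when adjusted over the list alone; adjusted p = 0.468, but 0.0427 with no filter on low counts and 0.0261 on limma-trend), among them DDX58, which rose by 0.64, and TAP1, by 0.23. Translation factors had 4 higher and 4 lower of 49 early (5 and 6 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.00075, but 0.056 without BRD9 KO day 2 replicate 1, 0.119 with DESeq2 and 1 on limma-trend), and cholesterol synthesis 3 higher and 1 lower of 24 (4 and 2; adjusted p = 0.0217, lost without BRD9 KO day 1 replicate 1 (0.19) or 2 (0.587), BRD9 KO day 2 replicate 1 (0.567) or 2 (0.239), LacZ day 1 replicate 1 (0.597) or 2 (0.618), and LacZ day 2 replicate 1 (0.173) or 2 (0.598)). Late, translation factors had 3 higher and 13 lower (3 and 14; adjusted p = 0.0745, and under 0.05 with no filter), cholesterol synthesis 6 higher and 2 lower of 24 (7 and 2; adjusted p = 0.189, and 0.0157 with no filter), NRF2 genes 1 higher and 4 lower of 21 (1 and 4; adjusted p = 0.551), ribosome biogenesis and MYC targets 4 higher and 8 lower of 46 (4 and 8; adjusted p = 0.376), and 3 of the 18 genes around BRD9 were lower (3; adjusted p = 0.829).

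The LacZ cells changed between day 1 and day 5. Of 43 S phase genes 38 were higher on day 5 (40 when adjusted over the list alone), of 54 G2/M genes 40 higher and 1 lower (42 and 1), of 46 ribosome biogenesis genes 40 higher (41), and of 50 histone chaperones and replacement histones 24 higher and 5 lower (29 and 6). Of 42 p53 targets 19 were lower (19 when adjusted over the list alone), of 37 skeletal and matrix genes 5 higher and 17 lower (6 and 17), of 35 HOX genes 11 lower (11), of 24 cholesterol genes 1 higher and 12 lower (1 and 14) and of 79 ribosomal protein genes 42 lower (45). Between the early and the late period, 4 G2/M genes rose and 26 fell in the BRD9 KO cells, while 17 rose and 6 fell in the LacZ cells. Of the S phase genes 15 rose and 7 fell in the BRD9 KO cells (median log2 change 0.059), and 28 rose and 1 fell in the LacZ cells (0.147).

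Across all tested genes, which are not independent replicates, the log2 fold changes of pairs of days had Pearson and Spearman correlations of 0.0673 and 0.1165 (days 1 and 2), -0.00597 and 0.1175 (days 1 and 3), 0.0782 and 0.0846 (days 1 and 5), 0.129 and 0.2616 (days 2 and 3), 0.121 and 0.2421 (days 2 and 5) and 0.18 and 0.407 (days 3 and 5).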
